# Cleavage of histone H2A during embryonic stem cell differentiation destabilizes nucleosomes to counteract gene activation

**DOI:** 10.1016/j.jbc.2026.111437

**Published:** 2026-04-09

**Authors:** Mariel Coradin, Elizabeth G. Porter, Francisca Nathalia Vitorino, Richard M. Searfoss, Joseph Cesare, Yemin Lan, Zhexin Zhu, Peder J. Lund, Simone Sidoli, Yekaterina Perez, Congcong Lu, Justin Brumbaugh, Charles W.M. Roberts, Benjamin A. Garcia

**Keywords:** proteolysis, histone, stem cell, mass spectrometry, proteomics, ChIP-seq, differentiation, epigenetic, chromatin remodeler

## Abstract

Histone proteolysis is an understudied phenomenon in which the N-terminal tails of histones are irreversibly cleaved by intracellular proteases. During development, histone post-translational modifications (PTMs) are known to orchestrate gene expression patterns that ultimately drive cell fate decisions. Therefore, deciphering the mechanisms of histone proteolysis is necessary to enhance the understanding of cellular differentiation. Here, we show that histone H2A is cleaved by the lysosomal protease Cathepsin L during mouse ESC differentiation. Using quantitative mass spectrometry (MS), we identified L23 to be the primary cleavage site that gives rise to the main clipped form of H2A (cH2A), which reaches a maximum level of ∼1% of total H2A after 4 days of ESC differentiation. Using ChIP-seq, we found that preventing proteolysis leads to an increase in acetylated H2A at promoter regions in differentiated ES cells. We also identified novel readers of different acetylated forms of H2A in pluripotent ES cells, such as members of the PBAF remodeling complex, and showed that H2A proteolysis abolishes this recognition. Analysis of the histone H3 PTM profiles of full-length (FL) H2A and cH2A containing nucleosomes demonstrates that cH2A is associated with marks found on active genes, consistent with ChIP-seq experiments. cH2A-containing nucleosomes are also less stable or turned over at faster rates than nucleosomes containing FL H2A. Altogether, our data suggest that proteolysis serves as an efficient mechanism to silence pluripotency genes and destabilize the nucleosome core particle.

Eukaryotic cells condense their DNA around histone proteins to form chromatin. The basic repeating unit of chromatin is the nucleosome, consisting of approximately 150 base pairs (bp) of DNA wrapped around a histone octamer composed of two copies of each histone H3, H4, H2A, and H2B (1). Extending out from the nucleosome core, histone tails (residues ∼1–50) are the major acceptor of post-translational modifications (PTMs), among which acetylation, methylation, and phosphorylation are the most common. Different biological outcomes are associated with the specific sites and types of histone PTMs, such as gene activation for H3K27ac, gene silencing for H3K9me3, and mitosis for H3S10ph (2). The proper regulation of gene expression by histone PTMs is crucial for guiding cellular differentiation and dictating cell fate.

Embryonic stem (ES) cell differentiation gives rise to the three germ layers, the endoderm, mesoderm, and ectoderm, which are critical for development (3). This process of differentiation is tightly regulated by external cues as well as internal machinery, such as transcription factors and epigenetic modulators, which have been shown to remodel chromatin and alter gene expression during cell fate commitment (4). During lineage commitment, cells experience major changes in chromatin architecture, resulting in alteration of gene expression (5, 6). As cells differentiate, chromatin becomes less accessible and more compact with decreased physical elasticity (7). These changes are driven in part by chromatin remodelers acting to reposition nucleosomes and/or promote histone variant exchange (8). Differentiation also leads to changes in histone PTM patterns (6). For instance, during the early stages of differentiation, ES cells show high levels of acetylation, a mark of active chromatin, while the heterochromatic mark H3K9me3 is at low levels in pluripotent ES cells (9).

Histone proteolysis, another potential form of epigenetic regulation, is a lesser explored process in which histone tails are enzymatically cleaved, thereby irreversibly removing existing PTMs, precluding future modifications until histone exchange occurs. Histone proteolysis has been observed in different biological contexts. H2A, for example, has been shown to undergo proteolysis in acute monocytic leukemia at residue V114 (10). Similarly, H2B has been found to be cleaved in hepatocytes (11). Histone clipping appears to be dictated not only by the primary amino acid sequence but also by the PTMs on histone tails. Jumonji-C domain-containing proteins JMJD5 and JMJD7 have been shown to cleave methylated arginine in mouse embryonic fibroblasts (MEFs) (12). Furthermore, during osteoclastogenesis, H3K18ac has been shown to modulate proteolysis of histone H3 by matrix metalloproteinase 9 (MMP-9) (13).

In the context of cellular development, the lysosomal protease Cathepsin L (CTSL) has been shown to cleave H3 during ESC differentiation (14). CTSL localizes to the nucleus upon Ras activation, where it is known to cleave the CDP/Cux transcription factor, regulating the cell cycle (15). Additionally, CTSL has been shown to promote cellular senescence in IMR90 fibroblasts and primary melanocytes by cleaving the histone H3.3 variant (16). CTSL knockout embryos exhibit abnormal visceral endoderm formation (17). Furthermore, CTSL-deficient mice show irregular hair follicle development and other skin pathologies (18). Prior to our work, the biological significance of histone proteolysis by CTSL in regulating gene expression during stem cell differentiation had remained unresolved. Additionally, questions on whether this protease cleaves other histones and whether this processing affects nucleosome stability was yet to be investigated.

Here, we report that CTSL cleaves histone H2A during embryonic stem cell differentiation. We hypothesized that H2A proteolysis serves as a rapid mechanism to remove N-terminal histone H2A modifications, thus counteracting gene activation during development. Using high-resolution quantitative mass spectrometry (qMS), we localized the primary cleavage sites to lie between amino acids 22 and 25. Additionally, we found that CTSL knockdown leads to a global increase in H2A N-terminal acetylation after 4 days of differentiation. Using chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq), we determined that acetylated H2A is redistributed to promoter regions upon CTSL knockdown. We have also discovered that members of the SWI/SNF remodeling complex bind to acetylated H2A but not to cleaved H2A (cH2A). Lastly, we observed that nucleosomes containing cH2A harbor different histone H3 PTM patterns and are less stable than full-length H2A (FL-H2A). Taken together, our results uncover cellular consequences of histone proteolysis and describe the role of this cleavage in altering H2A modifications, gene expression patterns and nucleosome stability during cell fate commitment.

## Results

### The N-terminal tail of histone H2A is cleaved during mouse embryonic stem cell differentiation

Prior studies have reported that histone H3 can be cleaved upon cellular differentiation (14). To determine if differentiation involves the cleavage of other histones, we treated mouse embryonic stem cells (mESCs) with retinoic acid (RA) to induce their differentiation into embryoid bodies (EBs, Fig. 1*A*). Using immunoblot analysis, we identified that histone H2A is cleaved at a very low abundance upon differentiation at Day 1 and 4 (Fig. 1*B*), and no change was observed for H2B. Next, we sought to interrogate whether cleaved H2A (cH2A) is still associated with chromatin by isolating mononucleosomes from both undifferentiated mESCs and EBs using micrococcal nuclease (MNase) digestion. As shown in Figure 1*C*, cH2A is present in mononucleosomes derived from EBs, but at much lower levels in undifferentiated cells (consistent with our results in Fig. 1*B*), suggesting that cH2A is chromatin-associated.

**Figure 1:**
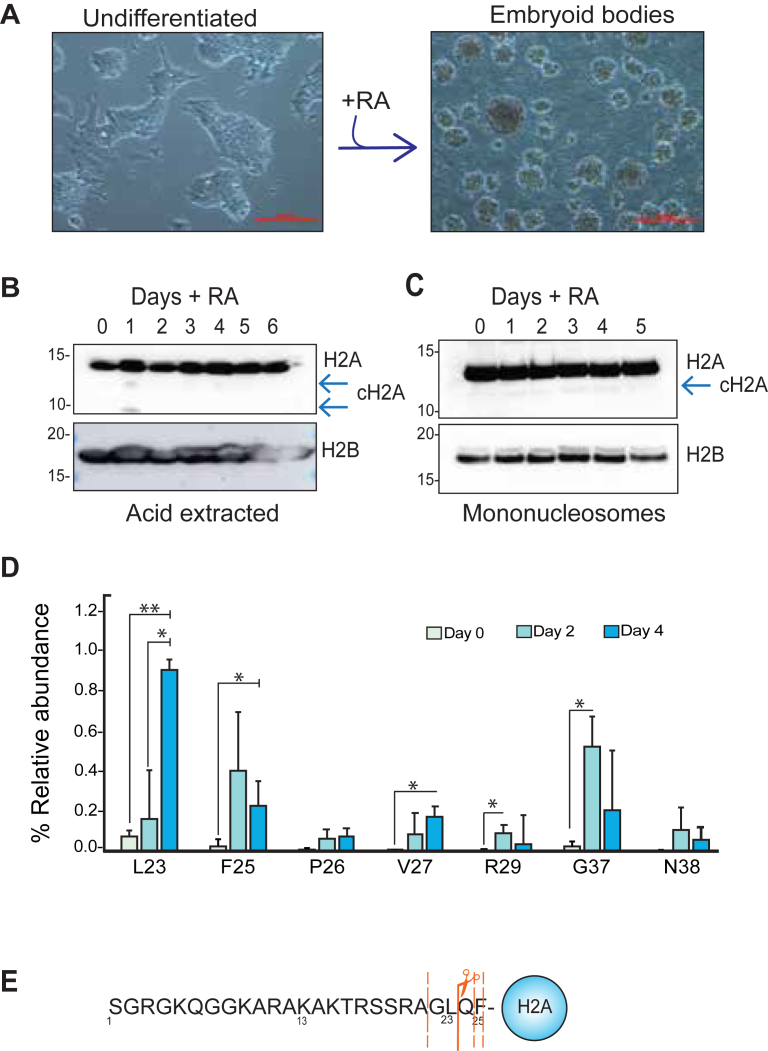
**Histone H2A is cleaved during ES cell differentiation.***A*, Undifferentiated ES cells, (*left* panel) differentiated into embryoid bodies (*right* panel) after treatment with retinoic acid (RA) treatment (1000 μm scale bar). Western blot analysis of (*B*) acid extracted histones or (*C*) mononucleosomes during 6 or 5 days of differentiation, *arrow* indicates the presence of cleaved H2A (cH2A). *D*, mass Spectrometry quantification of cH2A relative abundance compared to FL-H2A. *Asterisks* indicate significant differences between undifferentiated (Day 0) and differentiated cells (Day 2 and 4), two-tailed Student's *t* test (∗*p*< 0.05, ∗∗*p*< 0.01). *Bar* plots represent the average of three biological replicates, and the error bars represent the S.D. *E*, illustration of the N-terminal tail of H2A, *dotted lines* indicate secondary cleavage sites while the *solid line* denotes the primary and most abundant cleavage site (L23).

Next, we utilized quantitative top-down mass spectrometry to identify the cleavage site(s) on histone H2A and much more precisely quantify the levels of cH2A upon differentiation. Histones from differentiated and undifferentiated mESCs were extracted with sulfuric acid and then further purified by reverse-phase liquid chromatography (RP-HPLC). Characteristic fractions corresponding to canonical H2A (19) (Fig. S1*A*) were analyzed by liquid chromatography coupled to MS (LC-MS) on an Orbitrap mass spectrometer. In agreement with our immunoblot data, we detected increasing levels of cleavage of H2A at Day 2 of differentiation, which increased significantly further by Day 4 of RA treatment. The most abundant cleavage site we identified was at L23, with ∼1% of all H2A being cleaved at this site (Fig. 1, *D* and *E*; and Data S1). Other cleavage sites that increased through differentiation were also identified at F25, V27 and G37. Although additional cleavage sites were detected along the H2A tail (Fig. S1, *B*–*D*), their abundance did not change during differentiation, indicating that these sites were not regulated during cell fate transitions. Numerous variants of H2A exist, including macroH2A, H2A.Z, and H2A.X, which have different roles in cellular differentiation (20). Although addressing whether other specialized H2A variants undergo cleavage during development is beyond the scope of this work, sequence alignment shows that the cleavage motif is conserved across the majority of H2A variants (Fig. S1*E*). Nonetheless, it remains to be determined if these variants are also being cleaved during differentiation or in other biological processes.

### Cathepsin L facilitates H2A proteolysis upon cellular differentiation

Previously, we reported that CTSL cleaved H2A *in vitro* (21), and other studies have similarly found CTSL-mediated cleavage of histones *in vitro* using reconstituted nucleosomes (22). We therefore hypothesized that CTSL can serve as the H2A protease in cells. To test this, we knocked down the expression of CTSL using shRNA (shCTSL, shCTSL579 ad shCTSL580) in mESCs (shSC was used as a control) (Figs. 2*A* and S2*A*). Gene expression analysis by RNA-seq and qPCR showed a reduction of pluripotency markers (*Nanog*, *Oct4*, *and Sox2*) along with an increase of differentiation markers (*Nestin*, *Gata6*, *FLk1*), indicating that shCTSL mESCs are still able to differentiate (Figs. 2, *B* and *C*, S2, *B* and *C* and Data S2). 

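RNA-seq was made from the control line shSC and from the shCTSL line as undifferentiated mESCs (Day 0) and as embryoid bodies after 2 and 4 days with retinoic acid (Day 2, Day 4), with 2 biological replicates in each of 6 groups. The 12 libraries hold 11171111 to 27155553 counted reads each over 24495 genes. The authors aligned the reads to mm9 with STAR 2.3.0e, removed alignments of mapping quality under 10 and counted reads per RefSeq gene with featureCounts 1.6.2. Whether the counting kept the strand is not given in the sources used here. Counts of all 12 libraries were fitted together with the quasi-likelihood model of edgeR after TMM normalization, for the 15532 genes that passed its count filter. A gene is called changed at an adjusted p under 0.05 with at least a 1.5-fold change. In 5 groups the difference between the 2 libraries was 2.24 to 8.07 times that expected from counting alone (chi-square per degree of freedom), and the SD of their log2 ratio was 0.178 to 0.269. In shCTSL Day 2 these values were 101 and 0.604. One shared spread is estimated from all 6 groups, so this group also lowers the number of calls in comparisons that do not include it. In counts simulated for the Day 4 comparison, with changes added to 50 genes at each size, the test found 3, 31, 48 and 49 of them at 1.5-, 2-, 4- and 8-fold, and called 8 of 15332 unchanged genes. By these counts a 1.5-fold difference between the lines would mostly be missed. Part of this follows from the call itself, which asks for an estimate of at least 1.5-fold. The simulated counts carried the spread shared by all 6 groups and not that of the Day 4 libraries alone.

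Transcripts of Ctsl (chromosome 13 of mm9, 64464522 to 64471614), the gene targeted by the shRNA, stood at 142 ± 7.15 normalized CPM (mean ± SD, n = 2) in shSC and 38.4 ± 1.23 in shCTSL at Day 0. At Day 2 they stood at 380.2 ± 15.8 and 183 ± 39.0, and at Day 4 at 453 ± 42.9 and 255 ± 3.31. On each day both shCTSL libraries lay below both shSC libraries. The log2 fold change between the lines was −1.89 at Day 0 (SE 0.15, adjusted p = 0.00246), −1.06 at Day 2 (SE 0.14, adjusted p = 0.0342) and −0.83 at Day 4 (SE 0.14, adjusted p = 0.0896), or 73.0%, 51.9% and 43.8% less transcript. The first 2 are called and the last is not. Averaged over the days the change was −1.26 (SE 0.08, adjusted p = 0.000198), a call kept under every alternative except a log2 fold change of at least 1.5, which it does not reach. The call at Day 0 was lost without shCTSL Day 0 replicate 1 (−1.93, adjusted p = 0.117) or replicate 2 (−1.86, adjusted p = 0.129). The call at Day 2 was lost without shSC Day 2 replicate 1 (−1.10, adjusted p = 0.29) or replicate 2 (adjusted p = 0.474), and in a fit of the 4 Day 2 libraries alone (adjusted p = 0.708). The Day 4 decrease became a call in a fit of the 4 Day 4 libraries alone (−0.81, adjusted p = 0.000878), with DESeq2 (adjusted p = 3.1e-05), with no filter on low counts (adjusted p = 0.00477) and after an adjustment for exonic length chosen once the data had been seen (−0.96, SE 0.09, adjusted p = 0.00592). It also became a call without shCTSL Day 2 replicate 1 (−0.82, adjusted p = 1.33e-05) or replicate 2 (−0.83, adjusted p = 1.73e-05). From Day 0 to Day 4 Ctsl rose in both lines, by 1.67 on the log2 scale in shSC (adjusted p = 3.03e-06) and by 2.73 in shCTSL (adjusted p = 1.68e-07). The difference of 1.06 between these increases was not called (SE 0.20, adjusted p = 0.387).

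**Figure D1:**
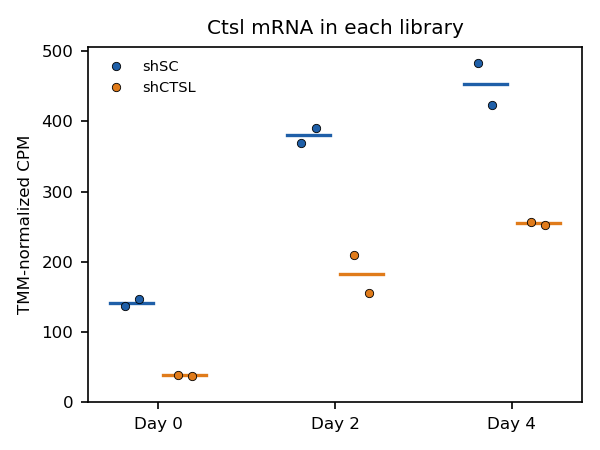
Normalized CPM of Ctsl in each of the 12 libraries of shSC and shCTSL at Day 0, 2 and 4. Points are libraries and lines show the group means.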

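The 6 marker transcripts named for RNA-seq were each compared between Day 4 and Day 0 within the 2 lines. Nanog (chromosome 6, 122657507 to 122664651) had 545 ± 2.31 normalized CPM (mean ± SD, n = 2) in shSC mESCs and 555 ± 24.4 in shCTSL mESCs, and 48.5 ± 1.49 and 46.7 ± 1.65 at Day 4. Its log2 fold change was −3.49 in shSC (SE 0.10, adjusted p = 3.6e-09) and −3.57 in shCTSL (SE 0.10, adjusted p = 4e-09). Pou5f1, which encodes Oct4 (chromosome 17, 35642982 to 35647721), fell from 1557 ± 15.2 to 69.1 ± 5.99 in shSC and from 1469.8 ± 36.9 to 80.8 ± 17.0 in shCTSL. The log2 fold changes were −4.49 (SE 0.23, adjusted p = 1.01e-07) and −4.18 (SE 0.23, adjusted p = 1.6e-07). Sox2 (chromosome 3, 34548927 to 34551383) fell from 817 ± 59.9 to 80.9 ± 7.32 in shSC, a log2 fold change of −3.34 (SE 0.12, adjusted p = 1.36e-08). In shCTSL it fell from 742 ± 40.5 to 55.7 ± 5.09, by −3.74 (SE 0.13, adjusted p = 9.86e-09). All 3 are called lower in both lines over all genes, and all 3 adjusted over the list alone.

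Gata6 (chromosome 18, 11052508 to 11085633) rose from 0.998 ± 0.0976 to 157 ± 21.5 normalized CPM in shSC and from 1.35 ± 0.416 to 182 ± 9.62 in shCTSL. The log2 fold changes were 7.30 (SE 0.23, adjusted p = 5.97e-09) and 7.03 (SE 0.22, adjusted p = 8.16e-09). Kdr, which encodes Flk1 (chromosome 5, 76328852 to 76374483), rose from 2.18 ± 0.0677 to 109 ± 0.362 in shSC and from 2.16 ± 0.220 to 92.7 ± 14.5 in shCTSL, with log2 fold changes of 5.64 (SE 0.35, adjusted p = 3.02e-07) and 5.41 (SE 0.35, adjusted p = 4.88e-07). Nes, which encodes Nestin (chromosome 3, 87775000 to 87784373), moved far less, from 42.1 ± 0.174 to 57.0 ± 4.94 in shSC and from 38.8 ± 4.81 to 60.2 ± 2.60 in shCTSL. In shSC its log2 fold change of 0.44 (SE 0.13, adjusted p = 0.0128) stayed under 1.5-fold and is not called. In shCTSL it was 0.63 (SE 0.13, adjusted p = 0.00165), which is called. That call was lost without shCTSL Day 0 replicate 1, where the value was 0.51 (adjusted p = 0.0245). It was also lost after the adjustment for exonic length, where the value of 0.49 (SE 0.17, adjusted p = 0.0216) is smaller than 1.5-fold and its error larger. Called higher are 2 of these 3 genes in shSC and 3 of 3 in shCTSL over all genes, and the same numbers adjusted over the list alone. The differences between the lines in these Day 4 against Day 0 changes ran from −0.40 for Sox2 to 0.31 for Pou5f1 over the 6 markers, with adjusted p from 0.714 to 0.94. That of Gata6, −0.27, became 0.13 without shCTSL Day 0 replicate 1. Kdr at Day 2 had 93.7 and 97.1 normalized CPM in the shSC libraries and 25.3 and 52.5 in the shCTSL libraries (log2 fold change −1.29, SE 0.26, adjusted p = 0.184), a difference not called over all genes and called when adjusted over the list alone. As a measure of the response to the retinoic acid added, 6 of 6 known target genes of that signal are called higher at Day 2 and at Day 4 than at Day 0 in both lines, over all genes and adjusted over the list alone, by 3.92 to 11.7 on the log2 scale. From the reduction of the pluripotency markers with the increase of the differentiation markers, the paper concludes that shCTSL mESCs are still able to differentiate.

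**Figure D2:**
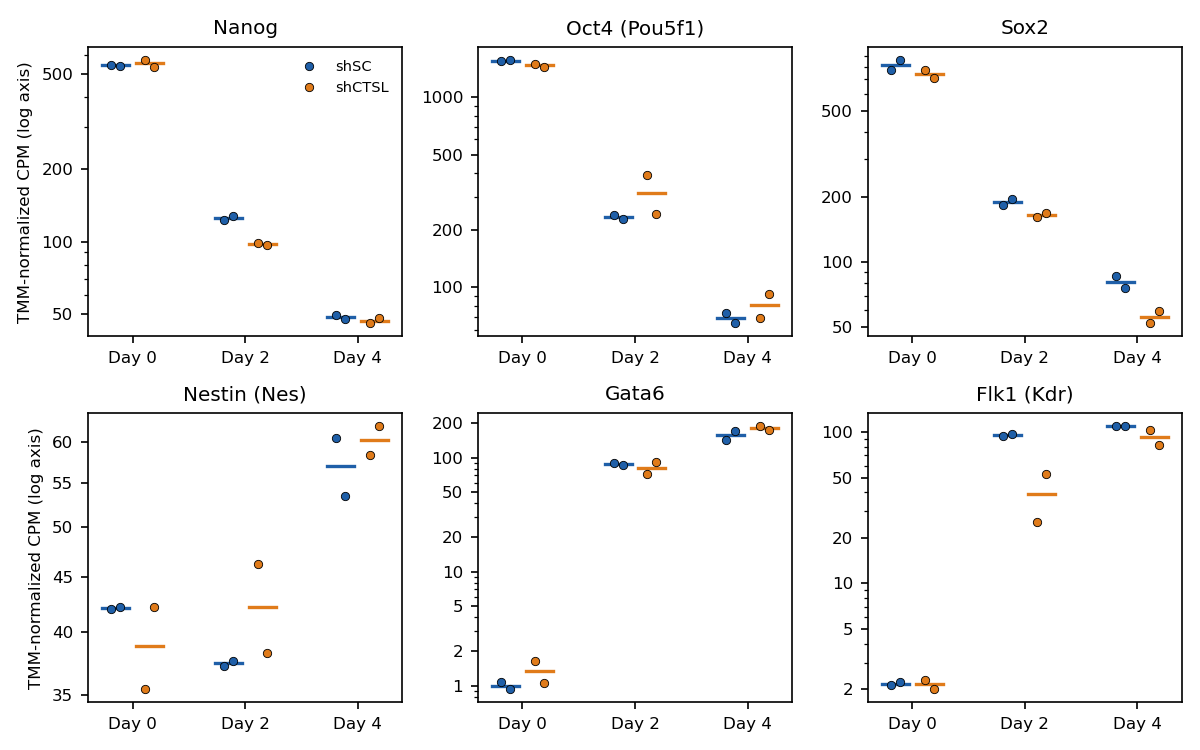
Normalized CPM of Nanog, Pou5f1, Sox2, Nes, Gata6 and Kdr in each of the 12 libraries by day and line, on log axes. Points are libraries and lines show the group means.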

To quantify the levels of cH2A upon CTSL knockdown, we again employed Top Down MS to monitor intact H2A as well as the cleavage products. We observed a significant reduction of cH2A when the expression of CTSL was reduced (Figs. 2*D* and S2, *D* and *E*). Proteolysis in the control cells was observed not only at L23 but also at other residues, including V27, suggesting that CTSL cleaves H2A at multiple sites. Our results indicate that a 50% reduction of CTSL via shRNA knockdown was sufficient to significantly reduce the levels of L23 by three-fold (Fig. 2*D*). Additionally, knockdown of Cathepsin L by shCTSL579 and shCTSL580 also decreased levels cH2A (cH2A at L23 and V27) after 4 days of RA treatment (Fig. S2*F*). *in vivo*.

**Figure 2:**
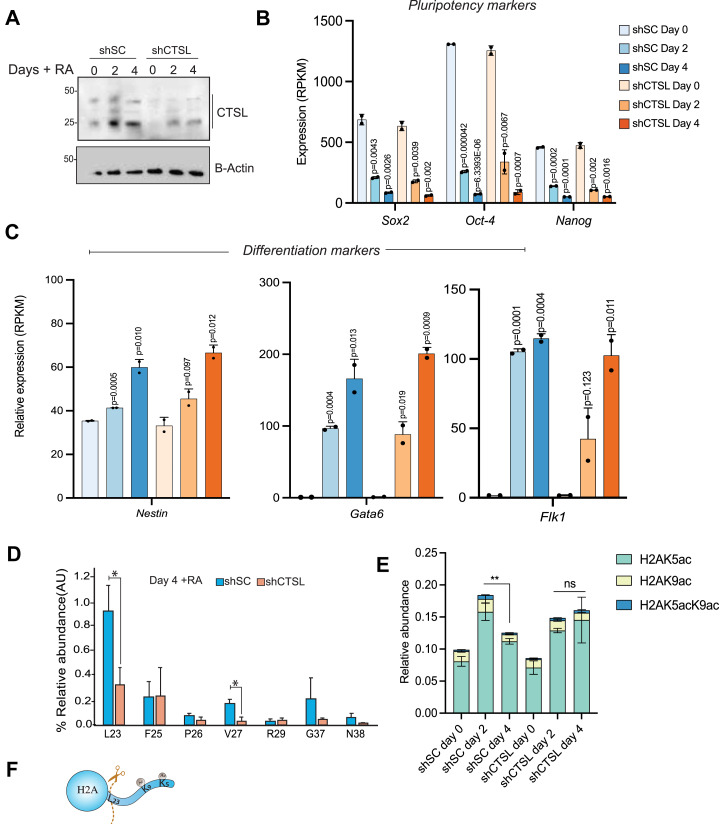
**Cathepsin L facilitates H2A proteolysis upon differentiation.***A*, validation of CTSL knockdown in undifferentiated and differentiated cells, β-Actin was used as a loading control. qPCR analysis of (*B*) pluripotency and (*C*) differentiation-associated genes in mESCs (Day 0) and embryoid bodies (Day 2 and 4) with and without shCTSL. Gene expression by RNA-seq, *bar* plots represent the average of two biological replicates, and the *error* bars represent the SD, significance was calculated using two-tailed Student's *t* test. *D*, Mass spectrometry quantification of cH2A after 4 days of RA treatment. *Asterisks* indicate significant differences between scramble shRNA (shSC) or CTSL KD cells (shCTSL), two-tail Student's *t* test (∗*p*< 0.05) and at least three biological replicates in each time point. *E*, Mass Spectrometry analysis of H2A acetylation levels during differentiation. Bars represent the average (n = 3) of the different form of acetylation across the conditions tested and different colors indicate the contribution of each acetylation mark. *Error* bars represent the S.D. and significance was calculated using two-tailed Student *t* test (∗∗*p*< 0.01). *F,* Illustration of the post translational modifications on the N-terminal tail of histone H2A.

To understand how cleavage of H2A by CTSL affects post-translational modification (PTM) patterns, we used high-resolution bottom-up histone PTM profiling *via* mass spectrometry (23). Our mass spectrometry data showed that the overall levels of H2A acetylation (H2AK5ac, H2AK9ac and H2K5acK9ac) oscillate during normal ESC differentiation. In undifferentiated cells, the levels of all possible forms of acetylated H2A (K5ac, K9ac and dually acetylated K5acK9ac) are together approximately 10% (Fig. 2*E*). Two days after RA treatment, acetylation levels increased significantly to 18% in shSC mESCs and up to 15% in shCTSL compared to undifferentiated ESCs. Interestingly, after 4 days of RA treatment, acetylation levels significantly decreased to 12% in shSC but not in shCTSL mESCs; in fact, the overall levels of acetylated H2A slightly but not significantly increased to 16% with shCTSL and remained unchanged with shCTSL 579 and 589 (Fig. S2*E*). Together, our data indicate that CTSL-mediated proteolysis serves to remove acetyl marks on the H2A N-terminus, thereby potentially regulating gene expression during differentiation (Fig. 2*F*).

### Knockdown of CTSL leads to genome-wide redistribution of acetylated H2A in stem cells

Given that histone tails, specifically those of H3 and H4, have been shown to be dynamically modified during stem cell differentiation (24), and our observations indicating that H2A is also dynamically acetylated during differentiation, we asked how proteolysis regulates the genome-wide localization of H2A acetylation. We performed ChIP-seq experiments for H2AK9ac in shSC and shCTSL mESCs, as well as in differentiated embryoid bodies (Fig. 3*A*). We focused on this mark as ChIP-seq experiments for H2AK5ac in our hands were unsuccessful. In undifferentiated cells, the total levels of H2AK9ac are ∼ 1% lower in CTSL KD cells compared to controls by MS. At the genomic level, this difference is only noted in intronic regions (Fig. S3, *A* and *B*). However, more interestingly and in agreement with our MS data, we found a genome-wide decrease of H2AK9ac on Day 2 of treatment when CTSL was knocked down, but not at Day 4 (Fig. 3*B* cluster three and Data S4). We also noticed an overall decrease in acetylation levels in several histone PTMs, including all forms of H4 acetylation (mono-, di-, tri-, and tetra-acetylation), in undifferentiated cells and at day 2 of embryoid bodies (EBs) formation, H4 mono, di, tri and tetra acetylated in undifferentiated cells and at day 2 of EBs formation (Fig. S2, *C*–*E* and Data S3) suggesting that Cathepsin L KD alters the overall histone PTMs landscape in mESCs.

**Figure 3:**
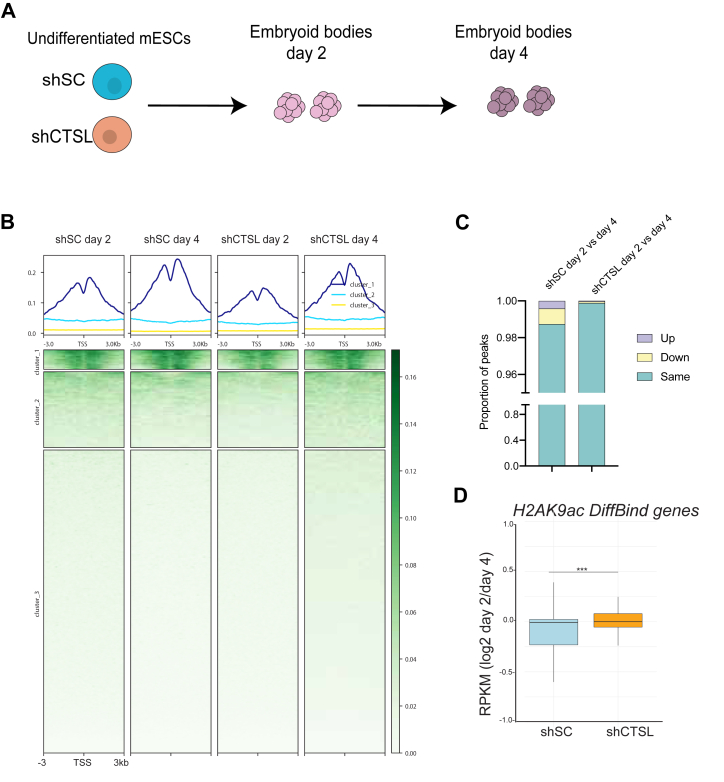
**Genome-wide localization of acetylated H2A.***A*, schematic of differentiation time points used for ChIP-seq and RNA-seq analysis. *B*, heatmap showing enrichment of H2AK9ac over mm10 genes centered around the TSS at Day 2 and Day 4 of EBs formation in control cells (shSC) or CTSL KD cells (shCTSL). *C*, DiffBind (55) analysis comparing H2AK9ac occupancy at Day 2 *versus* Day 4 in shSC and shCTSL. *D*, gene expression by RNA-seq. The boxplot indicates the log2 fold change in gene expression from Day 2 *versus* Day 4 in shSC (*blue*) and shCTSL (*orange*) using genes (n = 347) with significantly lower H2AK9ac occupancy (by DiffBind). Wilcoxon-rank sum two-sided was used to determined significance (*p* = 0.0001).

Moreover, when determining the genomic distribution of H2AK9ac, we found a 4% increase at promoters in CTSL KD EBs (Fig. S3*D*). Next, we performed differential binding analysis, and here we found that ∼1.1% of peaks changed significantly between Day 2 and Day 4 in the control (Log_2_ fold change >1 (up) or < −1 (down), FDR < 0.05), which was not observed upon knockdown of CTSL (Fig. 3*C*; and Data S4). This led to the question of whether the expression of those genes is altered upon CTSL knockdown. To answer this question, we examined RNA-seq data in shSC and shCTSL cells. 

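The genes with changed H2AK9ac are known here only in part. Each line's later day was therefore first compared with its earlier one over all genes tested. This asks whether transcription at large changes differently between Day 2 and Day 4 in the 2 lines. It does not answer for the genes with changed H2AK9ac as a set. In shSC 3689 of 15532 genes are called, 1769 higher and 1920 lower at Day 4. In shCTSL 3630 are called, 1708 higher and 1922 lower. The median log2 fold change over all genes tested was 0.018 in shSC and −0.016 in shCTSL, with quartiles of −0.341 and 0.333 in shSC and −0.376 and 0.342 in shCTSL. Across genes the 2 sets of log2 fold changes had a Pearson r of 0.875. These 2 sets share no library. The genes whose change between the days itself differed between the lines, the interaction, numbered 0 by the quasi-likelihood test of edgeR, where the smallest adjusted p was 0.32. At an unadjusted p under 0.05 there were 753, and DESeq2 called 11.

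Several counts depended on a single library. The 3689 genes of shSC became 2390 without shSC Day 4 replicate 1. The 3630 genes of shCTSL became 2346 without shCTSL Day 4 replicate 1 and 6213 without shCTSL Day 2 replicate 2. The interaction count of 0 became 567 without shCTSL Day 2 replicate 1 and 2323 without replicate 2. Fitting the 4 libraries compared on their own gave 1201 called genes in shCTSL. The counts of 3630 and 0 rest on both Day 2 libraries of shCTSL, which differ from each other more than the replicates of any other group do.

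**Figure D3:**
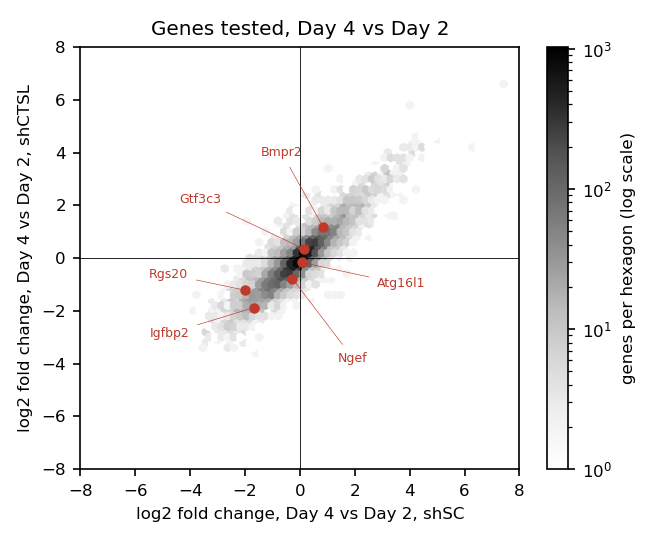
log2 fold change from Day 2 to Day 4 in shCTSL against that in shSC, for the 15532 genes tested. The axes end at 8 and 4 genes lie beyond them.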

We hypothesized that genes that lose H2AK9ac after 4 days of RA treatment will also have lower gene expression compared to Day 2. As demonstrated in Figure 3*D* (Data S5), genes (n = 347) with significantly less H2AK9ac have lower gene expression after 4 days of differentiation in the control, but not upon CTSL knockdown. 

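For 347 genes with lower H2AK9ac at Day 4 than at Day 2 in shSC, the paper shows the log2 fold change in expression between these days in each line (Fig. 3D). It hypothesizes that genes losing the mark after 4 days also have lower expression than at Day 2, and states that expression of these genes is lower at Day 4 in the control but not after knockdown of CTSL. Data S5, which the paper cites with Fig. 3D, is held only in part and was not used to test the set. The list of genes is held only in part as well, since 39732 of the 41000 rows of Data S4 are lacking. The rows held are all on chromosome 1, so no test of the set was made. In the part of Data S4 held, 9 peaks are marked lower at Day 4 than at Day 2 in shSC. Of the 9 genes nearest to them, Ccdc108, 4933407L21Rik and Mir6900 had too few reads to be tested. The other 6 were compared between Day 4 and Day 2. Of their peaks only that of Rgs20 is marked as a promoter peak, and that of Ngef lies 0.5 kb from the gene start. The peaks of Bmpr2, Igfbp2, Atg16l1 and Gtf3c3 lie 9.9, 17.7, 27.1 and 46.4 kb away. These genes are therefore the nearest ones and did not lose the mark at their own start in these peaks.

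Rgs20 (peak 5008200 to 5011199 of mm9, paper's log2 H2AK9ac change −2.02 in shSC and −0.24 in shCTSL) fell from 1.40 ± 0.315 to 0.325 ± 0.165 normalized CPM (mean ± SD, n = 2) in shSC and from 1.99 ± 0.229 to 0.839 ± 0.344 in shCTSL. Its libraries hold only 3 to 49 counts each on these days. The log2 fold change was −2.01 in shSC (SE 0.44, adjusted p = 0.0063) and −1.22 in shCTSL (SE 0.36, adjusted p = 0.0296). The shSC call was lost without shSC Day 2 replicate 1 (−1.75, adjusted p = 0.0546), and the shCTSL call without shCTSL Day 4 replicate 1 (−0.87, adjusted p = 0.204) or with the 4 libraries compared fitted on their own (adjusted p = 0.129). Igfbp2 (peak 72849800 to 72856999, −1.255 and −0.873) fell from 211 ± 6.18 to 65.3 ± 7.92 in shSC, a log2 fold change of −1.69 (SE 0.24, adjusted p = 0.000585). In shCTSL it fell from 299 ± 129 to 80.8 ± 6.46, by −1.88 (SE 0.24, adjusted p = 0.000342). Bmpr2 (peak 59810400 to 59811999, −1.576 and 0.285) rose in both lines, from 113 ± 11.9 to 203 ± 18.8 in shSC (log2 fold change 0.85, SE 0.28, adjusted p = 0.0417) and from 72.6 ± 31.6 to 164 ± 39.0 in shCTSL (1.17, SE 0.28, adjusted p = 0.0109). The shSC call was lost without any of the 4 libraries compared: Day 2 replicate 1 (0.74, adjusted p = 0.216), Day 2 replicate 2 (0.96, adjusted p = 0.114), Day 4 replicate 1 (0.75, adjusted p = 0.199) and Day 4 replicate 2 (0.94, adjusted p = 0.0919). The shCTSL call was lost without shCTSL Day 4 replicate 1 (0.90, adjusted p = 0.0984) and in the separate fit of its 4 libraries (1.16, adjusted p = 0.129).

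Gtf3c3 (peak 54540400 to 54544199, −2.289 and −0.24) changed by 0.15 in shSC (adjusted p = 0.34) and by 0.34 in shCTSL (adjusted p = 0.0399), under 1.5-fold. Ngef (peak 89406000 to 89406799, −1.866 and 2.528) changed by −0.27 (adjusted p = 0.651) and −0.78 (adjusted p = 0.179), and Atg16l1 (peak 89623000 to 89627999, −1.762 and −0.766) by 0.08 (adjusted p = 0.699) and −0.17 (adjusted p = 0.373). None of these 3 is called. Their smaller values changed sign without single libraries: Ngef in shSC to 0.06 without shSC Day 4 replicate 2, Atg16l1 in shSC to −0.01 without shSC Day 4 replicate 1 and Atg16l1 in shCTSL to 0.01 without shCTSL Day 2 replicate 1. Of the 6 genes, 3 are lower at Day 4 in shSC and 4 in shCTSL. In each line 3 are called over all genes and 3 adjusted over the list alone. The difference between the lines in the Day 4 against Day 2 change ran from −0.50 for Ngef to 0.79 for Rgs20, with an adjusted p of 1 for each gene. For Bmpr2 this difference of 0.32 became 0.85 and a call without shCTSL Day 2 replicate 2 (adjusted p = 0.0146), and −0.07 without replicate 1. For Igfbp2 the difference of −0.19 became 0.33 without shCTSL Day 2 replicate 1, and for Ngef it became 0.15 without shSC Day 4 replicate 1. These 6 genes come from 1 chromosome and do not stand for the 347.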

Interestingly, gene ontology (GO) analysis showed that genes with significantly decreased H2AK9ac in WT cells (n = 347) at Day 4 of RA treatment are involved in cellular differentiation and nervous system development, slightly upregulated at promoters in shCTSL cells (Fig. S3*C*). Taken together, these data suggest that H2A proteolysis by CTSL aids in gene regulation by silencing genes involved in pluripotency while activating genes to promote cell lineage commitment.

### Acetylated H2A is recognized by the PBAF complex in mESCs

Changes in the H2A acetylation patterns upon loss of CTSL expression could alter the recruitment of regulatory proteins to chromatin. In addition to H2AK9ac, our MS data showed increased levels of H2AK5ac in differentiated cells upon CTSL KD (Fig. 2*E*)). This mark is associated with gene activation (23, 25), but its reader protein remains to be identified. Thus, to identify potential readers, we employed synthetic peptides corresponding to H2AK5ac, H2AK9ac and H2AK5acK9ac as bait in peptide pulldown assays. Isolated proteins were characterized by Bottom-Up LC-MS/MS with further validation by immunoblot (Fig. 4*A*). As a negative control, we used an H2A peptide containing only N-terminal acetylation, as H2A is known to be co-translationally acetylated at the N-terminal serine residue by NatD (26, 27). All modified H2A peptides were also N-terminally acetylated as well.

**Figure 4:**
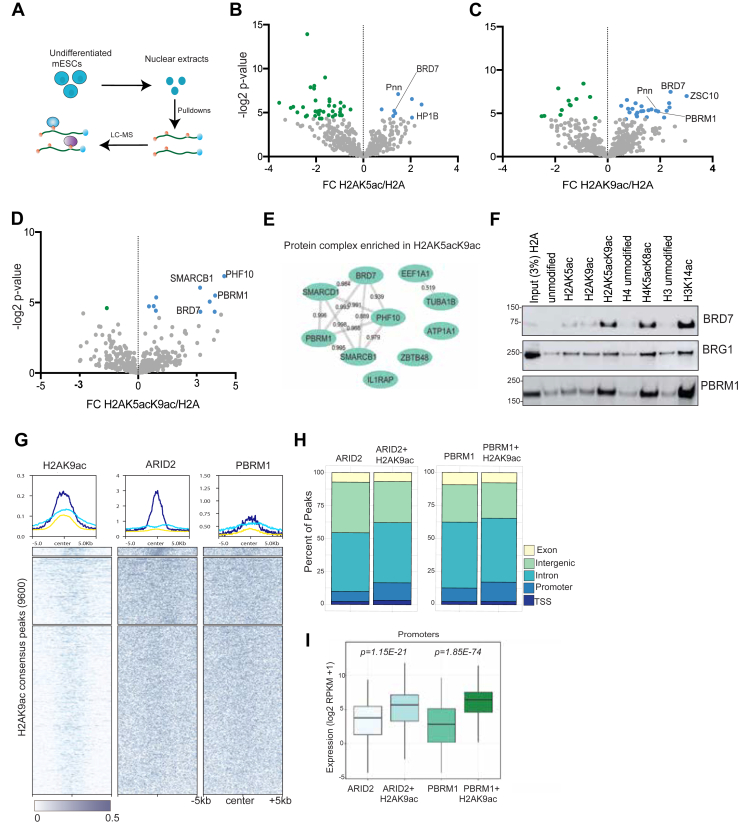
**Members of the PBAF complex bind acetylated H2A.***A*, representation of synthetic histone peptide pulldown experiments using nuclear extracts. Volcano plots showing the fold change between unmodified H2A (control) peptide and (*B*) H2AK5ac, (*C*) H2AK9ac or (*D*) H2AK5acK9ac peptides. Proteins significantly enriched by acetylated peptides *versus* the control peptide are labeled in *blue* (Student's *t* test). *E*, STRING analysis showing associations between the proteins enriched in H2AK5acK9ac pulldowns, the numbers represent the interaction strength. *F*, Western blot validation of MS results. *G*, Heatmap showing genomic enrichment of ARID2 and PBRM1 with H2AK9ac peaks in pluripotent mESCs. *H*, genome-wide distribution of PBAF components only and PBAF-H2AK9ac colocalized regions. *I*, expression levels (log_2_ RPKM+1) of promoter in PBAF components only and PBAF-H2AK9ac dual regions. Significance was determined using two-sided unpaired Student's *t* test.

The H2AK5ac and H2AK9ac peptide baits succeeded in capturing members of the Polybromo-1 Associating Factor (PBAF) chromatin remodeler complex, including BRD7 and PBRM1 (Fig. 4, *B*–*E*; and Data S6). Similarly, the dually acetylated H2AK5acK9ac was also able to pull down PBAF members, such as BRD7, SMARCB1, PHF10, PBRM11 and BRD7. Enrichment of PBAF proteins was more prominent when H2A was acetylated at K5 and K9 simultaneously (Figs. 4*D*, S4*A*). In similar experiments but with Western blots, the bromodomain-containing protein BRD7 seems to bind H2A acetylated peptides, especially the dually acetylated H2AK5acK9ac peptide, although it can also bind H3 and H4 acetylated peptides as well (Fig. 4*F*). Furthermore, we also determined that BRG1 showed similar affinity for all acetylated peptides (Figs. 4*F* and S4*A*). Since histone H4 is also known to be acetylated at its N-terminal tail, which resembles the sequence of H2A, we reasoned that acetylated H4 may also interact with the PBAF complex. Repeating our affinity pulldown experiments using unmodified and dually acetylated (K5acK8ac) H4 peptides, we observed enrichment of PBAF compared to an unmodified control (Figs. 4*F* and S4*B*). However, as expected, the main reader for H4K5acK8ac, BRD4 (24, 28), attained greater enrichment than BRD7 (Fig. S4*B*), but equal to BRG1 (Fig. S4*C*). PBRM1 has been previously reported to bind H3K14ac (29), which we likewise observed in our experiments. Furthermore, we found that PBRM1 also binds to H2AK5acK9ac (Fig. 4*F*). Additionally, we observed that TBP binds acetylated H2A and H4, highlighting its positive correlation with gene activation (Fig. S4*D*).

Upon this potential finding that the PBAF complex may bind H2AK5acK9ac, we next performed ChIP-seq for selected PBAF-specific proteins (PBRM1 and ARID2) to establish genes that are co-occupied by H2AK9ac and PBAF in mESCs (Fig. 4*G*). Our data showed that 54% of all ARID2 peaks contain H2AK9ac (n = 9257) as depicted in Figure S4*E*. Similarly, 55% of all PBRM1 peaks are also marked with H2AK9ac (n = 8316) as shown in Figure S4*F*. When we compared the PBAF occupied regions without H2AK9ac to where they coexisted, we found a remarkable increase of PBAF at gene promoters where acetylated H2A was present (Fig. 4*H*). For instance, 7.6% of peaks exclusive to ARID2 are found at the promoter; however, when acetylated H2A is present, we observe 13.3% of peaks corresponding to promoter regions. Likewise, we noticed a 4% increase in PBRM1 localization at promoters in the presence of acetylated H2A, suggesting that H2AK9ac may facilitate PBAF localization to promoters. To further correlate H2AK9ac and PBAF co-occupancy, we compared the expression of genes containing H2AK9ac and the PBAF complex at their promoters to those exclusively found for PBAF. As shown in Figure 4*I*, expression of genes that are co-occupied by PBAF and acetylated H2A have significantly higher expression than those only marked by PBAF (*p*-value < 0.0001), suggesting that potential recruitment of PBAF is enhanced by H2AK9ac and promotes gene expression.

### H2A proteolysis prevents PBAF recognition of acetylated H2A

Since modifications on histone tails can regulate the recruitment of proteins to chromatin, proteolytic severing of the tails could preclude these interactions normally mediated by modifications on the tails. We hypothesized that removal of the H2A tail, and therefore H2A tail acetylation, would disrupt binding of PBAF to H2A. To test this, we performed co-immunoprecipitation followed by MS (IP-MS) analysis using mESCs expressing either FLAG-tagged full-length H2A (FL-H2A) or N-terminally truncated H2A, representing cleavage at L23 (cH2A). Inspection of the interactome of FL-H2A compared to cH2A showed 96% of the proteins interacted with both cH2A and FL H2A (Fig. 5*A*; and Supplementary Data 7). However, in agreement with our previous findings, members of the PBAF chromatin remodeler complex (SMARCD1 and ACTL6a) were only found to interact with FL-H2A and not cH2A. Additionally, we found that Importin-9 (Ipo9) was enriched in cH2A sample compared to FL-H2A (Fig. 5, *B* and *C*). Ipo9 is known to translocate H2A-H2B dimers from the cytosol to the cell nucleus (30). We also found that NPL1 (nucleosome assembly protein 1, also known as Nap1), which is known to exchange H2A/H2B dimers (31), was enriched by cH2A over FL-H2A as well. Interestingly, we found CBX1, 3 and 5 to preferentially interact with FL-H2A (Fig. 5, *B* and *C*; and Data S6). Gene ontology analysis showed that the proteins enriched by cH2A are typically associated with RNA splicing and gene expression, while those enriched with FL-H2A are involved in nucleosome assembly and DNA packaging (Fig. S5, *A* and *B*).

**Figure 5:**
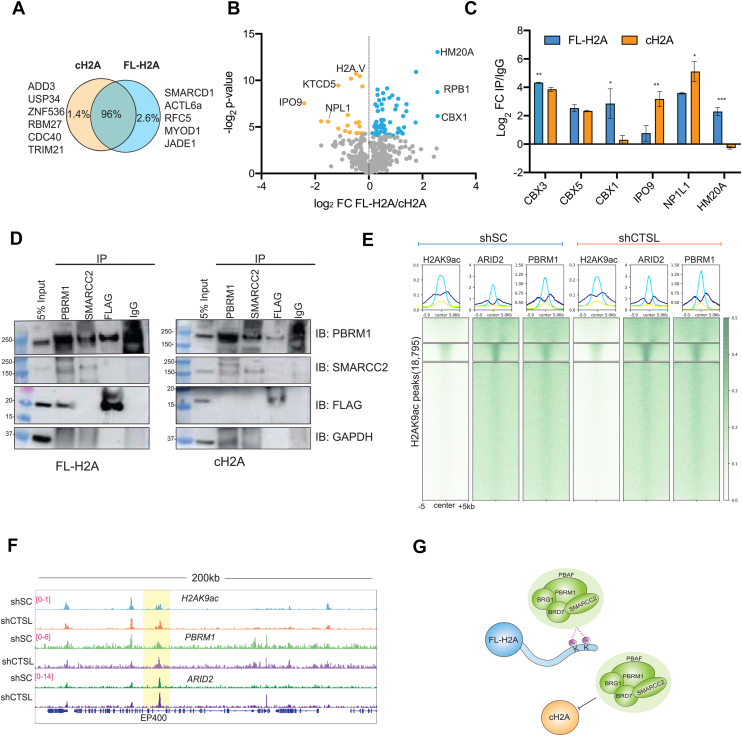
**H2A proteolysis prevents PBAF recognition of acetylated H2A.***A*, *Venn diagrams* showing overlapping and unique proteins identified by IP-MS from FL-H2A and cH2A pulldowns. *B*, *Volcano plots* showing the fold change between FL-H2A (*blue*) and cH2A (*orange*) Significantly enriched proteins by Student's *t* test are highlighted in *blue* or *orange*. Only proteins significantly enriched over IgG (FC > 2 and *p*< 0.05) were used for analysis. *C*, Bar plot of proteins differentially enriched in each condition (FL-H2A (*blue*) and cH2A (*orange*)), showing the average of three biological replicates, Student's *t* test; ∗*p*< 0.05, ∗∗*p*< 0.01, ∗∗∗*p*< 0.001. The error bars represent the SD. *D*, co-IPs using whole cell extracts of mESCs expressing either FLAG-tagged full-length H2A (FL-H2A) or FLAG-tagged cH2A (cH2A). *E*, heatmap showing enrichment of ARID2 and PBRM1 on H2AK9ac peaks in shSC and shCTSL after 4 days of RA treatment. *F*, genome browser snapshot of H2AK9ac, ARID2, and PRBM1 over EP400. *G*, Simple model depicting how acetylation on full length H2A (FL-H2A) can anchor the PBAF complex to chromatin, while this interaction is abolished in clipped H2A (cH2A).

We next validated our IP-MS results by doing co-immunoprecipitation assays followed by immunoblotting. As shown in Figures 5*D* and S5*C*, FL-H2A co-precipitated with PBRM1 more so than cH2A. Additionally, PBRM1 but not SMARCC2 (Baf170) co-precipitated with FL-H2A, suggesting that PBRM1 might interact with H2A acetylation through its bromodomains, which bind to acetylated lysine residues. Given that proteolysis removes the binding substrate for PBAF, we hypothesized that Cathepsin L KD cells should have higher PBAF occupancy at H2AK9ac sites. To test this hypothesis, we focused on Day 4 as cH2A abundance is at its maximum. We performed ChIP-seq for PBRM1 and ARID2 in shSC and shCTSL cells at Day 4 of RA treatment. When we analyzed the occupancy of PBAF at H2K9ac peaks, we noticed an increased occupancy of both ARID2 and PBRM1 in shCTSL KD cells (Fig. 5, *E* and *F*; and Data S8), indicating that PBAF remains bound to acetylated H2A when CTSL levels are reduced. Taken together, these results indicate that the PBAF protein complex recognizes acetylated H2A and that H2A proteolysis can abrogate this recognition.

### cH2A is associated with marks of active transcription and faster turnover

Our IP-MS results found a reduced interaction between CBX proteins and cH2A. CBX1, also known as heterochromatin protein 1, plays an important role in gene silencing through its interaction with methylated H3K9 (32). This suggests that nucleosomes enriched with cH2A should also be depleted of histone H3K9me marks. To examine this possibility, we used FLAG-tagged cH2A and FL-H2A to purify mononucleosomes containing analyzed their PTMs in cis by qMS. As expected, cH2A nucleosomes were mostly depleted of mono-, di- and tri-methylation at H3K9 compared to those containing FL-H2A (Fig. 6, *A* and *B* and Data S9). The qMS were much more conclusive than the Western blots, presumably due to the enhanced specificity and sensitivity of our qMS histone profiling platform. In contrast, we found that cH2A-containing nucleosomes were associated with higher levels of histone marks associated with gene expression, such as histone H3 acetylation (at K9, K14, and K23) and H3K36me3 (Fig. 6*A*). Taken together, this data suggests that FL-H2A can co-exist with H3K9me in certain parts of the genome, while cH2A is most likely to be temporarily associated with open accessible chromatin, where its precursor full-length H2A, is hyperacetylated, possibly on promoters of active genes.

**Figure 6:**
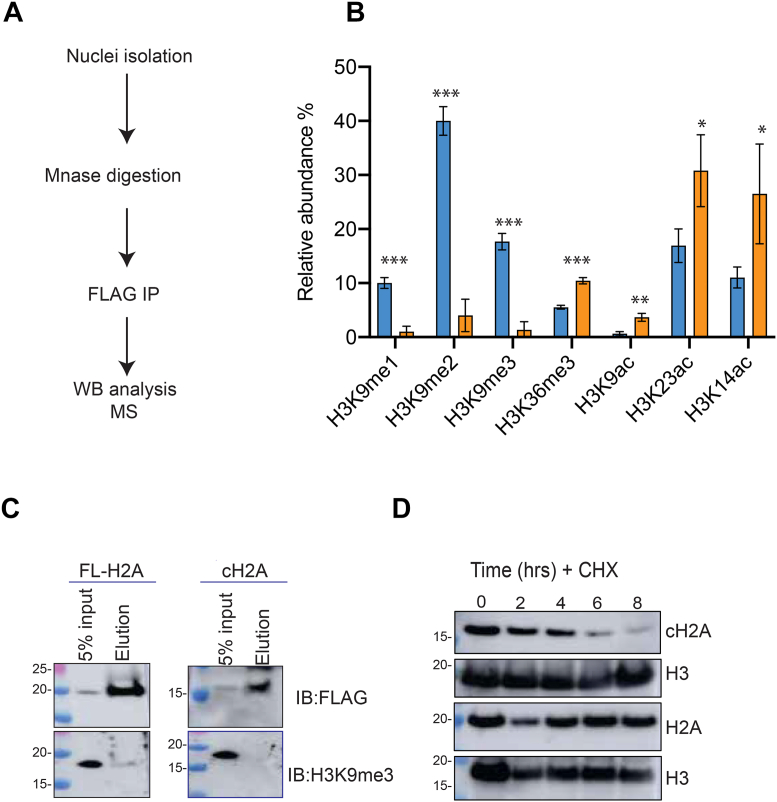
**cH2A is associated with marks of active transcription and faster turnover.***A*, Mononucleosome IP-qMS quantification of histone PTMs enriched with FL-H2A (*blue bars*) or cH2A (*orange bars*). Significance is denoted by asterisk (∗) using Student's *t* test; ∗*p*< 0.05, ∗∗*p*< 0.01, ∗∗∗*p*< 0.001. *B*, Western blot validation of H3K9me3 from MS data. *C*, cH2A and FL-H2A protein stability assay using cycloheximide (CHX 100 ng/ml) D.

Aside from affecting histone modifications, cleavage of H2A by CTSL could also influence nucleosome structure and stability. Using hydrogen deuterium exchange coupled with mass spectrometry (HDX-MS), we have shown that in a nucleosome context, the N-terminal tail of H2A is protected from some amide exchange (33), which is consistent with the finding that histone tail proteolysis can destabilize nucleosomes *in vitro* (34). The loss of the N-terminal tail of H2A likely disrupts DNA-histone interactions that play important roles in the maintenance of nucleosome structure. Indeed, during cellular processes such as replication and transcription, the nucleosome undergoes conformational changes to allow access to the underlying DNA. Interestingly, we found that cH2A preferentially interacts with Npl1 (Fig. 5, *B* and *C*), a protein known to exchange H2A/H2B dimers. Thus, we hypothesized that cH2A-containing nucleosomes are more rapidly exchanged or evicted compared to FL-H2A-containing nucleosomes. To measure the stability of cH2A in cells, we blocked protein synthesis with cycloheximide (Figs. 6 and S6). We found that while FL-H2A protein levels remain stable for at least 8 h, cH2A undergoes a more rapid degradation within 4 to 8 h (Fig. 6*C*). While biochemical assays such as thermal shift assays or hydrogen deuterium exchange coupled with mass spectrometry using *in vitro* reconstituted nucleosomes may provide more data to support our hypothesis, our *in vivo* data showed that cH2A-containing nucleosomes are less stable than FL-H2A in mESCs. Notably, in our IP-MS experiment, we found that cH2A, but not FL-H2A interacted with Trim21 (Fig. 5*A*), a ubiquitin ligase known to target proteins for proteasomal degradation (35). To investigate whether cH2A was being degraded through the proteasome pathway, cells were treated with the proteasome inhibitor bortezomib and cH2A stability was subsequently monitored for 8 h. As shown in Figure S6*D*, the levels of cH2A still decrease after bortezomib treatment. This was further confirmed by treating cells simultaneously with cycloheximide and bortezomib (Fig. S6*E*), indicating that cH2A may be degraded by another cellular degradation pathway independently of Trim21 or could exchange in a dimer-bound form by Npl11 (a cH2A interactor) but not degraded right away. Overall, our data suggest that histone proteolysis occurs in more open chromatin regions to remove key histone PTM sites and disrupt binding interactions, thus facilitating nucleosome destabilization and eviction, while promoting gene silencing of pluripotency-related genes.

## Discussion

Histone proteins undergo a wide variety of changes to their PTM patterns to regulate gene expression. The addition of these chemical moieties, predominantly on lysine and arginine residues, serves to modulate electrostatic interaction between histones and DNA or recruit transcriptional regulators, such as chromatin remodeling complexes that can evict or slide nucleosomes along the DNA. Compared to classical histone PTMs, such as acetylation and methylation, the connection between histone proteolysis and gene expression has been well-established. The first identification of histone clipping was reported 3 decades ago, involving cleavage of histone H1 *Tetrahymena* micronuclei (36). Since then, histone proteolysis has been noted in additional organisms such as sea urchin (37), chicken (38) and yeast (39). These studies contribute to the idea that histone proteolysis represents a mechanism of gene regulation similar to canonical histone PTMs. Indeed, Duarte *et al.* found that histone H3 proteolysis during cellular senescence promotes silencing of cell cycle-related genes (16).

In the context of cellular development, CTSL has been shown to cleave histone H3 (14), but the downstream effects of this cleavage event remain unclear. Building on that prior study, we now report that histone H2A is also cleaved by CTSL during embryonic stem cell differentiation. Using high-resolution mass spectrometry, we demonstrate that H2A undergoes proteolysis at amino acid L23, accounting for almost 1% of the entire H2A population in differentiated cells (Fig. 1*D*). Although we found other cleavage sites in undifferentiated cells, they were not responsive to CTSL knockdown, which suggests the possibility of other H2A proteases beyond CTSL. In addition to cleavage at L23, we also found a less abundant secondary cleavage site at V27, which is significantly reduced upon CTSL knockdown (Fig. 2*D*). This was not surprising given that on the histone H3 tail, CTSL is known to target a primary site (A21), however, secondary cleavage sites exist. One possible explanation is that CTSL first cleaves at L23, located right before the alpha 1-helix, and then proceeds to cleave again at V27 (within the alpha one helix, further destabilizing the nucleosome by weakening DNA-histone interactions).

*In vitro* studies have found that CTSL is more active when H3 is acetylated at H3K18ac. However, it was found that dual acetylation at K18 and K23 has the opposite effect on CTSL activity (14). Given that histone H2A is also acetylated within its N-terminal tail, we sought to interrogate how proteolysis affects H2A acetylation *in vivo.* We anticipated that changes in acetylation due to proteolysis would be difficult to monitor due to the stoichiometry of the H2A clipped form being quite low (only ∼1%). Using high resolution qMS (40) we found that the overall level of acetylated H2A do not decrease after 4 days of differentiation compared to control cells (Fig. 2*E*).

It is important to reiterate that the overall abundance of H2AK5ac is roughly 8% in undifferentiated cells, which doubles 2 days after RA exposure (15%). By Day 4, the level of this mark decreases to ∼9%. A similar trend is observed with H2AK9ac, which increases from 1% in undifferentiated cells to 2% in early differentiation before decreasing back to 1% in late differentiation. These observations were preserved upon CTSL knockdown with shCTSL579/580 (Fig. S2*G*). we observed highly concordant relative distributions of histone post-translational modifications. While absolute PTM abundances differed, the proportional relationships among marks were preserved. This pattern is consistent with global scaling of histone modification levels, which can arise from differences in total histone content, chromatin accessibility, or peptide recovery inherent to MS-based analysis, rather than changes in cell-state composition.

Interestingly, we found that suppressing the levels of CTSL led to a global decrease in histone acetylation (Fig. S3, *C*–*E*) but since these observations are at the global level, we reasoned that localizing these changes more precisely in the genome may aid in uncovering how H2A acetylation regulates gene expression during cellular development. Furthermore, investigating how CTSL proteolysis affects the genome-wide distribution of acetylated H2A would elucidate how this novel process contributes to cell fate decisions through modulation of gene expression patterns. We hypothesized that genes regulated by H2A proteolysis would retain more H2A acetylation after 4 days of differentiation and concurrent knockdown of Cathepsin L. We performed ChIP-seq in control and CTSL KD mESCs. Since several attempts to perform ChIP-seq for H2AK5ac resulted in a high background and failed, we solely had to focus on the H2AK9ac mark. Surprisingly, we found a redistribution in the genomic localization of H2AK9ac. After 4 days of RA treatment, the proportion of H2AK9ac peaks in promoter regions slightly increased (Fig. 3*B* cluster 3). Examining the expression of genes with significantly lower occupancy of H2AK9ac after 4 days of differentiation compared to Day 2, we observed higher levels of gene expression upon CTSL KD. This suggests that proteolysis promotes gene silencing as expected. In line with the findings from Duarte *et al.* (16), we propose that proteolysis could serve as a rapid mechanism to silence genes involved in pluripotency, allowing cells to proceed through differentiation.

Our data indicate that H2A acetylation plays a key role in driving gene expression during development. Prior studies have found that H2A acetylation is associated with gene activation in *Drosophila* (41). Acetylation on H2AK5ac and H2AK9ac is known to be deposited by Tip60 (Kat5) (42). In ESCs, Tip60 is also known to activate genes involved in proliferation and cell renewal (43). While the role of this acetyltransferase has been extensively described, little is known about H2A acetylation in ESCs and the potential reader of this mark. Our data showed that members of the PBAF SWI/SNF chromatin remodeler complex recognized different forms of acetylated H2A and had a higher affinity for the dual acetyl mark, H2AK5acK9ac (Fig. 4). As shown in Figure 4, PBAF members also seem to bind to H4K5acK8ac as well. This might be explained by the similar sequence homology between the N-terminal tails of H4 and H2A. Consistent with prior findings, we confirmed that BRD4, the main reader of H4K5acK8ac, does not prefer to bind H2AK5acK9ac (Fig. S4*B*). As previously reported, we also observed H3K14ac to interact with BRD7 and PBRM1 (30). A possible explanation is that H3K14ac and acetylated H2A may co-exist in the same nucleosomes or in hyperacetylated chromatin regions. Yet, we cannot conclude that the interaction of the PBAF complex is mediated directly by PBRM. We also cannot exclude the possibility that PBRM1 could accommodate and bind all acetyl sites, given its six tandem bromodomains. Despite this possibility, our ChIP-Seq experiments further support our initial observation of PBAF binding to or being associated with acetylated H2A. As demonstrated in Figure 4*G*, we uncover a genome-wide interaction between PBAF and H2AK9ac. Furthermore, we noticed an increased occupancy of PBAF at promoters that are occupied by H2AK9ac (Fig. 4*H*), and these co-occupied genes have higher expression levels compared to those only occupied by PBAF (Fig. 4*I*). Together, our results suggest that H2AK9ac promotes gene expression by helping to recruit PBAF to these promoter regions.

The PBAF complex has been shown to play a key role in maintaining pluripotency (44). In addition to H3K14ac (28), members of the BAF family are also known to interact with H3K4me1 (45). Notably, CTSL has also been shown to cleave H3 during ES differentiation (14), however, the regulatory function of H3 clipping in mESCs has not been established. Additionally, the extent to which H3K14ac and H4K5acK8ac (which also bind PBAF complex member BRD7, Fig. 4*F*) overlap with H2K9ac genome-wide is yet to be uncovered. The true reader of H4K5acK8ac is most likely BRD4, based on our data (Fig. S4*B*) and prior studies. Additionally, our results show that BRD7 prefers acetylated H2A (H2AK5ac) over the similar sequence provided by H4K5acK8ac (Fig. S4*B*). We proposed that this interaction would be diminished upon H2A proteolysis. Indeed, utilizing immuno-affinity precipitation followed by MS (IP-MS) and validation by immunoblotting, we found that FL-H2A, but not cH2A is able to interact with the PBAF complex (Fig. 5*A*). We further supported this hypothesis by performing ChIP-seq in shCTSL EBs (Day 4). Here we observed increased occupancy of PBAF members at H2AK9ac sites when we knockdown CTSL. Additionally, we also found that CBX proteins interact preferentially with FL-H2A over cH2A. Interactions between CBX proteins and FL-H2A could be mediated through the association of FL-H2A with H3K9 methylation. As demonstrated monucleosome IP'ed coupled to qMS (Fig. 6), FL-H2A-containing nucleosomes show enrichment for H3K9 methylation. Conversely, cH2A-enriched nucleosomes were found to be more associated with gene active marks, such as H3K9ac and H3K14ac, suggesting that histone proteolysis occurs in euchromatic regions. Finally, we also found that cH2A is less stable than FL H2A (Fig. 6*C*), suggesting that proteolysis may destabilize the cH2A-containing nucleosomes *in vivo*. ,÷. Taken together, our studies uncover a novel mechanism of gene regulation during cell fate determination involving cleavage of histone H2A. We propose a model (Fig. 7) in which CTSL mediates the proteolysis of H2A to remove acetylation on the N-terminal tail, thereby silencing highly specific genes involved in the maintenance of pluripotency, which are spatially and temporarily regulated. This silencing is presumably accomplished by preventing the recruitment of PBAF to acetylated H2A-containing nucleosomes, which abrogates chromatin remodeling at these genes and blocks the binding of transcriptional machinery.

**Figure 7:**
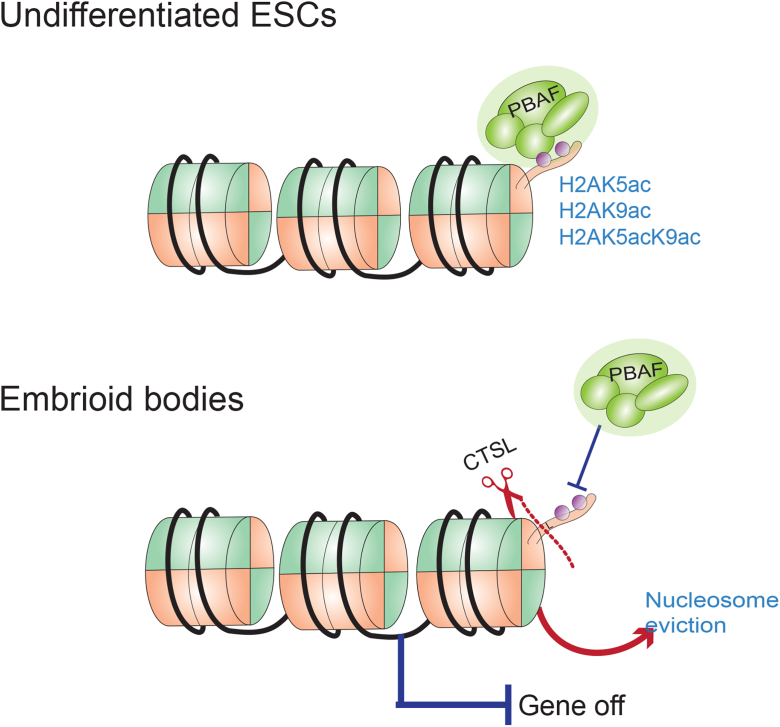
Proposed model of gene regulation by H2A proteolysis.

## Experimental procedures

### Cell Culture

CCE-Nanog-GFP mESCs were donated by Ihor Lemischka (Mt. Sinai). Cells were grown at 37 °C in 5% CO_2_ using DMEM with high glucose and sodium pyruvate (Thermo), supplemented with 15% characterized FBS (Hyclone), non-essential amino acids (MEM) (Thermo), GlutaMax (Thermo), 10 μM 2-mercaptoethanol (Thermo) and LIF(Millipore). Cells were grown 0.1% gelatin (Millipore) coated plates, and GFP+ cells were sorted by flow cytometry before downstream experiments. For differentiation into embryoid bodies formation, ∼1.5 × 10^7^cells were plated in 10-cm dishes in media without LIF and supplemented with 10 μM all-trans retinoic acid (Sigma). Cells were kept with constant rotation for 4 days and the media was changed every other day. All cell lines were tested for *mycoplasma*.

### Plasmids, cloning, and generation of stable cell lines

To generate CTSL KD and Flag-tagged H2A (FL and cH2A) mESCs, approximately 4 × 10^5^ HEK293T cells were transfected with packaging vectors pPAX2 and VSGV (kind gifts from Dr Shelley Berger, UPenn) along with 1 μg of FL-H2A or cH2A, or shRNA targeting CTSL. shRNA plasmid for CTSL KD (in pLKO.1) was obtained from the high-throughput core at Penn, and scramble control was a gift from Dr Shelly Berger (UPenn). To generate FLAG-Tagged FL-H2A and cH2A tagged with FLAG at the C-terminus, DNA fragments were cloned into pLenti plasmid (Origene) (EcoRI and PspXI). HEK293T were transfected in mESCs media (without LIF) and virus particles were collected for 3 days. Prior to transduction, the viral supernatant was filtered using a 0.45 μm filter. Polybrene (Santa Cruz Biotechnology) was added to a final concentration of 8 ug/ml. Cells were infected for 24 h followed by selection with 1 μg/ml of puromycin (Thermo) for 5 days. Transduction efficiency of FL-H2A and cH2A was validated by immunoblotting with FLAG antibody (Sigma). CTSL knockdown efficiency was confirmed by RT-qPCR and immunoblots, with GAPDH and β-actin used as controls. To assess protein stability, mESCs expressing FL-H2A and cH2A were treated with 100 μg/ml cycloheximide (Sigma), 10 nM Bortezomib (Sigma) or a combination of both drugs for 8 h with time points collected every 2 h. Cell pellets were snap frozen in liquid nitrogen and stored at −80 °C before use.

### Histone isolation and nuclear extraction

Histones were isolated as previously described (19). In summary, after nuclei isolation, histones were acid extracted with H_2_SO_4_ for 3 h, followed by precipitation with trichloroacetic acid (TCA) overnight. The resulting pellets were washed first with acetone containing 0.1% of hydrochloric acid (HCl), followed by a wash in acetone alone. Finally, samples were resuspended in ultrapure water and protein concentrations were determined by Bradford assay (BioRad). To generate nuclear extracts, ∼1 × 10^6^cells were lysed in hypotonic buffer (10 mM Tris pH 8, 2 mM MgCl_2_, 24 mM CaCl_2_, 0.3 M sucrose, 0.5% NP-40 and protease inhibitors) for 5 min on ice. The nuclei were pelleted at 500g for 5 min and washed with PBS. Nuclear proteins were released on ice for 30 min in nuclear extraction buffer (10 mM HEPES pH 7.9, 0.75 mM MgCl_2_, 500 mM NaCl, 0.1 mM EDTA, 12.5% glycerol) supplemented with 2.5 U/ul benzonase (Millipore) and protease inhibitors (Bimake).

### Antibodies

All antibodies used in this study are listed in Table S1.

### Co-immunoprecipitation (Co-IPs) and protein identification by mass spectrometry

Co-IPs were performed as previously described (46). Briefly, 2 × 10^7^cells were lysed for 1 h at 4 °C in IP buffer (20 mM Tris pH 7.5, 137 mM NaCl, 1 mM CaCl_2_, 1% NP-40, 10% glycerol, 1 mM MgCl_2_ and 12U/ml Benzonase) supplemented with protease inhibitors (Bimake). Antibodies (FLAG, BAF180, BAF170, IgG) were conjugated to 30 μl protein G magnetic beads (Thermo) in blocking solution (0.5% BSA in PBS) for at least 2 h at 4 °C. Cell lysate (∼600 μg) was added to the conjugated beads and incubated overnight at 4 °C. IP samples were washed three times with IP buffer and eluted in SDS loading buffer for immunoblots or processed for MS analysis by on-beads digestion (FL-H2A and cH2A IPs) as follows. Before trypsin digestion, beads were resuspended in 50 mM NH_4_HCO_3_, and reduction with DTT, alkylation with iodoacetamide and digested with Trypsin (Promega). Resulting peptides were dried by SpeedVac centrifugation and stored at −80 °C. For MS analysis, samples were resuspended in MS buffer A (0.1% formic acid in MS-grade water) and analyzed by LC-MS. Samples were loaded onto a 17-cm in-house C_18_ column (Reprosil-Pur) using a Dionex LC (Thermo Scientific) coupled to a QE-HF orbitrap mass spectrometer (Thermo Scientific). Peptides were eluted over a 90-min gradient from 5 to 35% solvent B (solvent A: 0.1%FA, solvent B: 80% acetonitrile, 0.1% FA), the flow rate was set to 300 nl/min. Data were obtained in data-dependent acquisition (DDA) mode. The MS1 was acquired over 300 to 1200*m/z* with a resolution of 60,000, AGC target of 5e5, and maximum injection time of 100 ms. For the MS2, the top 25 most intense ions were selected for MS/MS by high-energy collision dissociation (HCD) at 27 NCE, with a resolution of 30,000, AGC target of 1e5, and maximum injection time of 150 ms. Raw files were processed using MaxQuant (v 1.6.0.16) (47) using *M. Musculus* database (Uniprot, April 2017). For MS/MS database searches, the precursor mass tolerance was set to 4.5 ppm and the product mass tolerance to 0.5 Da. Two trypsin missed cleavages were allowed. Carbamidomethyl (C) was set as a static modification while oxidation (M) and acetylation (protein N-terminus) were selected as variable modifications. Proteins were quantified using label-free quantification (iBAQ). The protein false discovery rate (FDR) was filtered for < 0.01.

### Mononucleosme IP and histone PTMs analysis by mass spectrometry

Cells were lysed in Buffer A (10 mM HEPES pH 7.9, 10 mM KCL, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, 1 mM DTT, 0.1% Triton-X and protease inhibitors) on ice for 5 min. After centrifugation, pellets were washed with Buffer A without Triton-X. Soluble nuclear proteins were released for 15 min on ice in no salt buffer (3 mM EDTA, 0.2 mM EGTA, 0.1 mM DTT). Mononucleosomes were obtained by digesting the chromatin in 30 units of Micrococcal nuclease (Mnase) (Roche) in digestion buffer (50 mM HEPES, 2 mM CaCl_2,_ 0.2% NP-40) for 10 min at 37 °C. Chromatin was briefly sonicated at 20% amplitude. Samples were further clarified by centrifugation, and DNA was examined by agarose gel electrophoresis. Monucleosomes were dialyzed against Buffer D (20 mM HEPES pH 7.9, 20% glycerol, 0.2 mM EDTA, 0.2% Triton X, and protease inhibitors) for 2 h at 4 °C. Following dialysis, ∼100ug of mononucleosomes were incubated with FLAG-M2 beads (20 μl) overnight at 4 °C. After three washes with Buffer D (Buffer A plus 100 mM NaCl), samples were eluted with 3X FLAG peptide (0.33 mg/ml) on ice for 45 min and then analyzed by immunoblotting and MS. For MS analysis, samples were run on an SDS-PAGE gel, and bands between 10 and 25 kDa were excised. Histone peptides were derivatized with propionic anhydride as previously described (48). In summary, after two rounds of in gel derivatization, samples were digested with 12.5 ng/μl of trypsin (Promega) overnight. Peptides were eluted form the gel after several iterations of hydration with 50 mM NH_4_HCO_3_ and dehydration with 100% acetonitrile. Samples were dried by SpeedVac centrifugation and resuspended in 50 mM NH_4_HCO_3_ for two more rounds of derivatization. Peptides were desalted and analyzed by LC-MS described above. Peptides were eluted over a 60-min gradient from 5 to 35% solvent B (A:0.1% FA, B:80% acetonitrile, 0.1% FA), with a flow rate of 300 nl/min. Histone MS data were obtained by data-independent acquisition (DIA). The MS1 was acquired in high resolution (120,000) from 300-1100*m/z*. For MS2, 16 DIA scans with 50*m/z* windows were acquired using HCD (NCE = 35). Raw files were processed using our in-house developed software EpiProfile (49). These experiments were performed in triplicate.

### Peptide pulldowns and protein identification by MS

Histone peptide pulldown assays were performed as previously described (50) with minor modifications. In brief, nuclear extracts were prepared by lysing mESC in buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl) supplemented with protease inhibitors. Cells were incubated on ice for 10 min and pelleted at 400*g* for 5 min. Subsequently, cell pellets were further homogenized in buffer A supplemented with 0.15% NP-40 and protease inhibitors. After nuclei were pelleted after spinning at 3200*g* for 15 min, nuclear proteins were released for 1 h at 4 °C in Buffer C (420 mM NaCl, 20 mM HEPES pH 7.9, 20% glycerol, 2 mM MgCl_2_, 0.1% NP-40 and protease inhibitors). Protein concentration was determined by Bradford assay.

Synthetic peptides were purchased from GenScript. Peptides were designed to include H2AK5ac, H2AK9ac, H2AK5acK9ac, H3K14ac and H4K5acK8ac, as well as corresponding control “unmodified” peptides without internal lysine acetylation. All peptides were biotinylated at the C-terminus. The exact sequences of the peptides are listed in Table S2. Each peptide (∼25ug) was bound to 75 μl of Dynabeads MyOne C1 (ThermoFisher) for 20 min at room temperature in peptide binding buffer (150 mM NaCl, 50 mM Tris pH 8, 0.15 %NP-40). Nuclear lysate was diluted to 0.6 μg/ul in protein binding buffer (150 mM NaCl, 50 mM Tris pH 8, 0.15% NP-40, 0.5 mM DTT, 10 uM ZnCl_2_ and protease inhibitors). Nuclear lysates (∼500ug) were incubated with conjugated peptides overnight at 4 °C. After 5 washes with wash buffer (protein binding + 350 mM NaCl) samples were eluted with SDS loading dye for MS or immunoblot analysis. For MS analysis, samples were resolved by SDS-PAGE (in 4–12% NuPage). Lanes were cut from 10 to 250 kDa and divided into 4 different fractions. Before trypsin digestion, proteins were reduced with 5 mM DTT for 45 min at 55 °C and alkylated with 55 mM iodoacetamide at room temperature for 30 min. Samples were digested overnight, and peptides were extracted as previously mentioned above. Peptides were identified by MS as described in the Co-IPs section.

### Top-Down analysis of intact H2A by LC-MS

Prior to mass spectrometry analysis, individual histones were fractionated by reversed-phase liquid chromatography (RP-HPLC) as previously described (51). Briefly, ∼200 μg of purified histones were fractionated using Vydac C18 column (4.6 mm inner diameter, 250 mm length and 5 μM particle size). Samples were eluted using a 100 min linear gradient (30–60%B). Solvent A consisted of 5% acetonitrile (ACN) in HPLC-grade water and 0.2% trifluoracetic acid (TFA), where Buffer B was 95% ACN and 0.2% TFA. Fractions corresponding to H2A.1 were collected based on known retention time and characteristic peaks (Fig. S1*A*). Samples were then dried using a SpeedVac and stored at −80 °C. Fractions corresponding to H2A.1 were resuspended in 0.1% formic acid (FA) to a final concentration of 1 μg/μl. Samples (2 μg) were loaded onto a 75-um (inner diameter) × 20 -cm C18 column (Reprosil-Pur, Germany) for nano-LC. Proteoforms were eluted over 60 min using a non-linear gradient (10–40B%). Solvent A consisted of 0.1% formic acid, while solvent B was 80% acetonitrile (ACN). nLC was coupled to a hybrid Orbitrap Fusion Mass Spectrometer equipped with electron transfer dissociation (ETD) fragmentation (Themo). The acquisition was done in data-dependent mode with a 3 s cycle time and using high resolution of MS1 (120,000 at 200 m/z) and tandem MS2 (30,000). For MS1 and MS2, the AGC target was set to 2.0E5 with a max injection time of 100 ms for MS1 and 300 ms for MS2. Charge states 5 to 21 were selected for MS2 fragmentation with ETD; finally, three micro scans were averaged to yield high-resolution MS/MS spectra. Data analysis was performed as described previously with minor modifications (52). In brief, after spectral deconvolution with Xtract (Thermo), files were searched with Mascot (v2.5 Matrix Science). Acetylation (K) and methylation (KR) were included as dynamic modifications. No enzyme was selected for digestion. Results files were further processed using IsoScale (52) with filtering for unambiguous identification. All cleavage sites were normalized to the abundance of the full-length H2A, manually extracted using Xcalibur (Thermo Fisher Scientific) and the Skyline program (53).

### Chromatin immunoprecipitation followed by sequencing (ChIP-seq)

ChIP-seq was performed as previously reported (46). Briefly, 1 × 10^7^ mESCs were fixed in 1% formaldehyde in PBS for 10 min and then quenched with 125 mM glycine for 5 min. Chromatin was sonicated with a S220 Focused-ultrasonicator (Covaris) for 15 min and immunoprecipitated with anti-H2AK9ac (Abcam). Antibodies were conjugated to protein G Dynabeads (Thermo). After washing and elution, samples were incubated overnight at 65 °C to reverse cross-links. DNA was purified after treatment with RNAse (Thermo) and Proteinase K (Thermo). Purified DNA was quantified using Qubit dsDNA kit (Thermo), and 50 ng was used to prepare sequencing libraries. Input samples were also included and prepared using the same protocol. NEBNext Ultra DNA library kit for Illumina (New England Biolabs) was used to prepare the libraries, and the quality was assessed by Agilent BioAnalyzer 2100 (Agilent). Quantification was performed using KAPA library quantification kits (KAPA Biosystems) or NEBNext library Quant kit (New England Biolabs). For each condition, two independent replicates were included. Single-end sequencing (75 bp) was performed on a NextSeq 500 platform. (Illumina). ARID2 and PBRM1 ChIP-seq was done as reported by Michel et. Al (54). Briefly, 2 × 10^7^ mESCs were fixed with 1% formaldehyde for 5 min and quenched for an additional 5 min. After nuclear extraction, chromatin was sonicated with a S220 Focused-ultrasonicator (Covaris) for 12 min and immunoprecipitated with anti-PBRM1 (Bethyl) and anti-ARID2 (Bethyl). After washing and elution, samples were incubated overnight at 65 °C to reverse cross-links. DNA was purified after treatment with RNAse (Thermo) and Proteinase K (Thermo). Using the Qiagen minElute PCR purification kit (Qiagen). Purified DNA was quantified using Qubit dsDNA kit (Thermo). Libraries were prepared using the KAPA Hyper Prep kit Sequencing was performed at the Genome Sequencing Facility in St Jude Children's Research Hospital on Illumina HiSeq platform in single-end mode with 50 bp per read.Reads were checked for sequencing quality with FastQC (v0.11.2). After that, reads were aligned to the mouse reference genome (mm9) using Bowtie2 (v2.2.9) with soft-clipping allowed. SAMtools (v0.1.19) was used to filter out non-primary alignments, alignments with mapping quality scores less than 10, PCR duplicates, and alignments on non-chromosome contigs or ENCODE blacklist regions. Peaks were detected for each sample against the corresponding input control using SICER (v1.1) with default parameters. Bedtools (v2.27.1) was used to generate bedgraph files for visualization on genome browser, in which each sample was normalized to 10 million reads per library with the corresponding input subtracted.

### Whole transcriptome analysis by RNA-seq

RNA was extracted utilizing an RNAeasy Kit (Qiagen) following the manufacturer's instructions. Treatment with DNase for 15 min was included to degrade all genomic DNA. Libraries were prepared using NEBNext Poly(A) mRNA magnetic isolation module and NEB Ultra Directional RNA Library kit for Illumina (New England Biolabs). Library quality, quantification and sequencing were done as described above. RNA-seq reads were checked for sequencing quality with FastQC (v0.11.2). After sequencing, reads were aligned to the mouse reference genome (mm9) using STAR (v.2.3.0e) with default parameters. SAMtools (v0.1.19) was used to filter out alignments with a mapping quality score less than 10 and alignments on mitochondria or non-chromosome contigs. Finally, FeatureCounts (v.1.6.2) was used to generate a matrix of mapped fragments per RefSeq-annotated gene. Differential gene expression analysis was performed using the DESeq2 R package (v.1.16.1) with an FDR cutoff of 0.05, and log2 fold change cutoff of 1.5X. Bedtools (v2.27.1) was used to generate bedgraph files for visualization on genome browser, in which each sample was normalized to 10 million reads per library.

### GO analysis

All gene ontologies analysis were performed using GENEONTOLOGY at http://geneontology.org/.

## Data availability

Mass spectrometry raw files are deposited in Chorus repository project number 1698. Additionally, all ChIP and RNA seq files are in the NCBI Gene Expression Omnibus under the following accession number GSE162896.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they do not have any conflicts of interest with the content of this article.

## References

[1] Strahl B.D., Allis C.D. (2000). The language of covalent histone modifications. Nature.

[2] Chen C.C.L., Goyal P., Karimi M.M., Abildgaard M.H., Kimura H., Lorincz M.C. (2018). H3S10ph broadly marks early-replicating domains in interphase ESCs and shows reciprocal antagonism with H3K9me2. Genome Res..

[3] Keller G. (2005). Embryonic stem cell differentiation: emergence of a new era in biology and medicine. Genes Dev..

[4] Mas G., Blanco E., Ballaré C., Sansó M., Spill Y.G., Hu D. (2018). Promoter bivalency favors an open chromatin architecture in embryonic stem cells. Nat. Genet..

[5] Dixon J.R., Jung I., Selvaraj S., Shen Y., Antosiewicz-Bourget J.E., Lee A.Y. (2015). Chromatin architecture reorganization during stem cell differentiation. Nature.

[6] Giadrossi S., Dvorkina M., Fisher A.G. (2007). Chromatin organization and differentiation in embryonic stem cell models. Curr. Opin. Genet. Dev..

[7] Atlasi Y., Stunnenberg H.G. (2017). The interplay of epigenetic marks during stem cell differentiation and development. Nat. Rev. Genet..

[8] Biran A., Meshorer E. (2012). Concise review: chromatin and genome organization in reprogramming. Stem Cells Dayt.

[9] Saraiva N.Z., Oliveira C.S., Garcia J.M. (2010). Histone acetylation and its role in embryonic stem cell differentiation. World J. Stem Cells.

[10] Glibert P., Vossaert L., Van Steendam K., Lambrecht S., Van Nieuwerburgh F., Offner F. (2014). Quantitative proteomics to characterize specific histone H2A proteolysis in chronic lymphocytic leukemia and the myeloid THP-1 cell line. Int. J. Mol. Sci..

[11] Tvardovskiy A., Wrzesinski K., Sidoli S., Fey S.J., Rogowska-Wrzesinska A., Jensen O.N. (2015). Top-down and middle-down protein analysis reveals that intact and clipped human histones differ in post-translational modification patterns. Mol. Cell. Proteomics.

[12] Liu H., Wang C., Lee S., Deng Y., Wither M., Oh S. (2017). Clipping of arginine-methylated histone tails by JMJD5 and JMJD7. Proc. Natl. Acad. Sci. U. S. A..

[13] Kim K., Punj V., Kim J.-M., Lee S., Ulmer T.S., Lu W. (2016). MMP-9 facilitates selective proteolysis of the histone H3 tail at genes necessary for proficient osteoclastogenesis. Genes Dev..

[14] Duncan E.M., Muratore-Schroeder T.L., Cook R.G., Garcia B.A., Shabanowitz J., Hunt D.F. (2008). Cathepsin L proteolytically processes histone H3 during mouse embryonic stem cell differentiation. Cell.

[15] Goulet B., Baruch A., Moon N.-S., Poirier M., Sansregret L.L., Erickson A. (2004). A cathepsin L isoform that is devoid of a signal peptide localizes to the nucleus in S phase and processes the CDP/Cux transcription factor. Mol. Cell..

[16] Duarte L.F., Young A.R.J., Wang Z., Wu H.-A., Panda T., Kou Y. (2014). Histone H3.3 and its proteolytically processed form drive a cellular senescence programme. Nat. Commun..

[17] Tholen M., Hillebrand L.E., Tholen S., Sedelmeier O., Arnold S.J., Reinheckel T. (2014). Out-of-frame start codons prevent translation of truncated nucleo-cytosolic cathepsin L in vivo. Nat. Commun..

[18] Tobin D.J., Foitzik K., Reinheckel T., Mecklenburg L., Botchkarev V.A., Peters C. (2002). The lysosomal protease cathepsin L is an important regulator of keratinocyte and melanocyte differentiation during hair follicle morphogenesis and cycling. Am. J. Pathol..

[19] Lin S., Garcia B.A. (2012). Examining histone posttranslational modification patterns by high resolution mass spectrometry. Methods Enzymol..

[20] Nashun B., Yukawa M., Liu H., Akiyama T., Aoki F. (2010). Changes in the nuclear deposition of histone H2A variants during pre-implantation development in mice. Dev. Camb. Engl..

[21] Anderson L.C., Karch K.R., Ugrin S.A., Coradin M., English A.M., Sidoli S. (2016). Analyses of histone proteoforms using front-end electron transfer dissociation-enabled orbitrap instruments. Mol. Cell. Proteomics.

[22] Papanastasiou M., Mullahoo J., DeRuff K.C., Bajrami B., Karageorgos I., Johnston S.E. (2019). Chasing tails: Cathepsin-L improves structural analysis of histones by HX-MS. Mol. Cell. Proteomics.

[23] Wang Z., Zang C., Rosenfeld J.A., Schones D.E., Barski A., Cuddapah S. (2008). Combinatorial patterns of histone acetylations and methylations in the human genome. Nat. Genet..

[24] Gonzales-Cope M., Sidoli S., Bhanu N.V., Won K.-J., Garcia B.A. (2016). Histone H4 acetylation and the epigenetic reader Brd4 are critical regulators of pluripotency in embryonic stem cells. BMC Genomics.

[25] Vavouri T., Lehner B. (2012). Human genes with CpG island promoters have a distinct transcription-associated chromatin organization. Genome Biol..

[26] Tweedie-Cullen R.Y., Brunner A.M., Grossmann J., Mohanna S., Sichau D., Nanni P. (2012). Identification of combinatorial patterns of post-translational modifications on individual histones in the mouse brain. PLoS One.

[27] Magin R.S., Liszczak G.P., Marmorstein R. (2015). The molecular basis for histone H4- and H2A-specific amino-terminal acetylation by NatD. Struct. Lond. Engl. 1993.

[28] Miller T.C.R., Simon B., Rybin V., Grötsch H., Curtet S., Khochbin S. (2016). A bromodomain–DNA interaction facilitates acetylation-dependent bivalent nucleosome recognition by the BET protein BRDT. Nat. Commun..

[29] Porter E.G., Dhiman A., Chowdhury B., Carter B.C., Lin H., Stewart J.C. (2019). PBRM1 regulates stress response in epithelial cells. iScience.

[30] Padavannil A., Sarkar P., Kim S.J., Cagatay T., Jiou J., Brautigam C.A. (2019). Importin-9 wraps around the H2A-H2B core to act as nuclear importer and histone chaperone. eLife.

[31] Chen X., D'Arcy S., Radebaugh C.A., Krzizike D.D., Giebler H.A., Huang L. (2016). Histone chaperone Nap1 is a major regulator of histone H2A-H2B dynamics at the inducible GAL locus. Mol. Cell Biol..

[32] Kaustov L., Ouyang H., Amaya M., Lemak A., Nady N., Duan S. (2011). Recognition and specificity determinants of the human Cbx chromodomains. J. Biol. Chem..

[33] Karch K.R., Coradin M., Zandarashvili L., Kan Z.-Y., Gerace M., Englander S.W. (2018). Hydrogen-deuterium exchange coupled to Top- and middle-down mass spectrometry reveals histone tail dynamics before and after nucleosome assembly. Struct. Lond. Engl. 1993.

[34] Nurse N.P., Jimenez-Useche I., Smith I.T., Yuan C. (2013). Clipping of flexible tails of histones H3 and H4 affects the structure and dynamics of the nucleosome. Biophys. J..

[35] Clift D., So C., McEwan W.A., James L.C., Schuh M. (2018). Acute and rapid degradation of endogenous proteins by trim-away. Nat. Protoc..

[36] David Allis C., Bowen J.K., Abraham G.N., Glover C.V.C., Gorovsky M.A. (1980). Proteolytic processing of histone H3 in chromatin: a physiologically regulated event in tetrahymena micronuclei. Cell.

[37] Morin V., Sanchez-Rubio A., Aze A., Iribarren C., Fayet C., Desdevises Y. (2012). The protease degrading sperm histones post-fertilization in sea urchin eggs is a nuclear cathepsin L that is further required for embryo development. PLoS One.

[38] Mandal P., Azad G.K., Tomar R.S. (2012). Identification of a novel histone H3 specific protease activity in nuclei of chicken liver. Biochem. Biophys. Res. Commun..

[39] Santos-Rosa H., Kirmizis A., Nelson C., Bartke T., Saksouk N., Cote J. (2009). Histone H3 tail clipping regulates gene expression. Nat. Struct. Mol. Biol..

[40] Karch K.R., Sidoli S., Garcia B.A. (2016). Identification and quantification of histone PTMs using high-resolution mass spectrometry. Methods Enzymol..

[41] Doiguchi M., Nakagawa T., Imamura Y., Yoneda M., Higashi M., Kubota K. (2016). SMARCAD1 is an ATP-dependent stimulator of nucleosomal H2A acetylation via CBP, resulting in transcriptional regulation. Sci. Rep..

[42] Jacquet K., Fradet-Turcotte A., Avvakumov N., Lambert J.-P., Roques C., Pandita R.K. (2016). The TIP60 complex regulates bivalent chromatin recognition by 53BP1 through direct H4K20me binding and H2AK15 acetylation. Mol. Cell.

[43] Acharya D., Hainer S.J., Yoon Y., Wang F., Bach I., Rivera-Pérez J.A. (2017). KAT-independent gene regulation by Tip60 promotes ESC self-renewal but not pluripotency. Cell Rep.

[44] Hiramatsu H., Kobayashi K., Kobayashi K., Haraguchi T., Ino Y., Todo T. (2017). The role of the SWI/SNF chromatin remodeling complex in maintaining the stemness of glioma initiating cells. Sci. Rep.

[45] Local A., Huang H., Albuquerque C.P., Singh N., Lee A.Y., Wang W. (2018). Identification of H3K4me1-Associated proteins at mammalian enhancers. Nat. Genet..

[46] Lin-Shiao E., Lan Y., Coradin M., Anderson A., Donahue G., Simpson C.L. (2018). KMT2D regulates p63 target enhancers to coordinate epithelial homeostasis. Genes Dev..

[47] Cox J., Mann M. (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[48] Sidoli S., Garcia B.A. (2017). Characterization of individual histone posttranslational modifications and their combinatorial patterns by mass spectrometry-based proteomics strategies. Methods Mol. Biol..

[49] Yuan Z.-F., Sidoli S., Marchione D.M., Simithy J., Janssen K.A., Szurgot M.R. (2018). EpiProfile 2.0: a computational platform for processing epi-proteomics mass spectrometry data. J. Proteome Res..

[50] Vermeulen M. (2012). Identifying chromatin readers using a SILAC-based histone peptide pull-down approach. Methods Enzymol..

[51] Greer S.M., Sidoli S., Coradin M., Schack Jespersen M., Schwämmle V., Jensen O.N. (2018). Extensive characterization of heavily modified histone tails by 193 nm ultraviolet photodissociation mass spectrometry via a middle–down strategy. Anal. Chem..

[52] Sidoli S., Lu C., Coradin M., Wang X., Karch K.R., Ruminowicz C. (2017). Metabolic labeling in middle-down proteomics allows for investigation of the dynamics of the histone code. Epigenetics Chromatin.

[53] MacLean B., Tomazela D.M., Shulman N., Chambers M., Finney G.L., Frewen B. (2010). Skyline: an open source document editor for creating and analyzing targeted proteomics experiments. Bioinforma. Oxf. Engl..

[54] Michel B.C., D'Avino A.R., Cassel S.H., Mashtalir N., McKenzie Z.M., McBride M.J. (2018). A non-canonical SWI/SNF complex is a synthetic lethal target in cancers driven by BAF complex perturbation. Nat. Cell Biol..

[55] Stark R., Brown G. (2023).

# Supplementary material for: Cleavage of histone H2A during embryonic stem cell differentiation destabilizes nucleosomes to counteract gene activation
**Source:** J Biol Chem. 2026 Apr 9;302(6):111437. doi: 10.1016/j.jbc.2026.111437

Supplementary figure 1

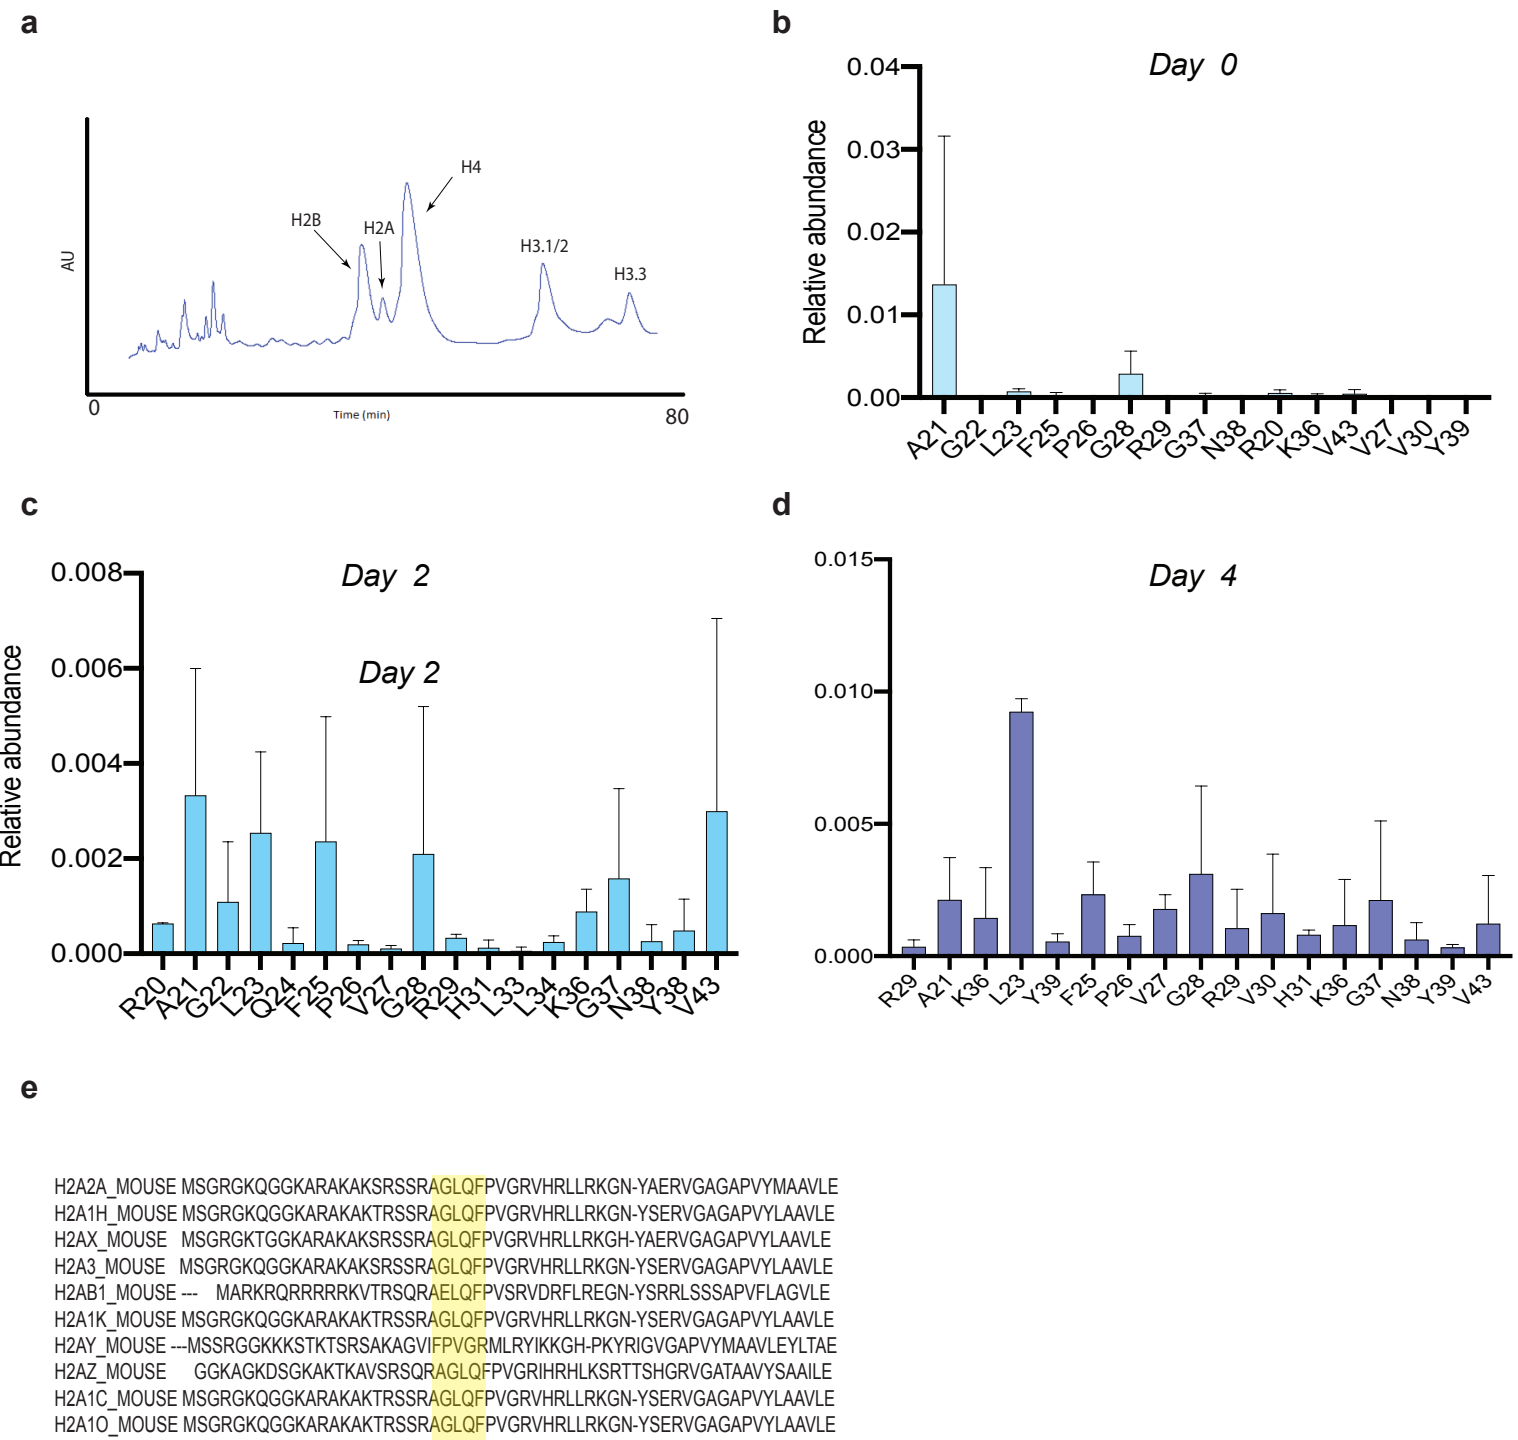

Supplementary figure 2

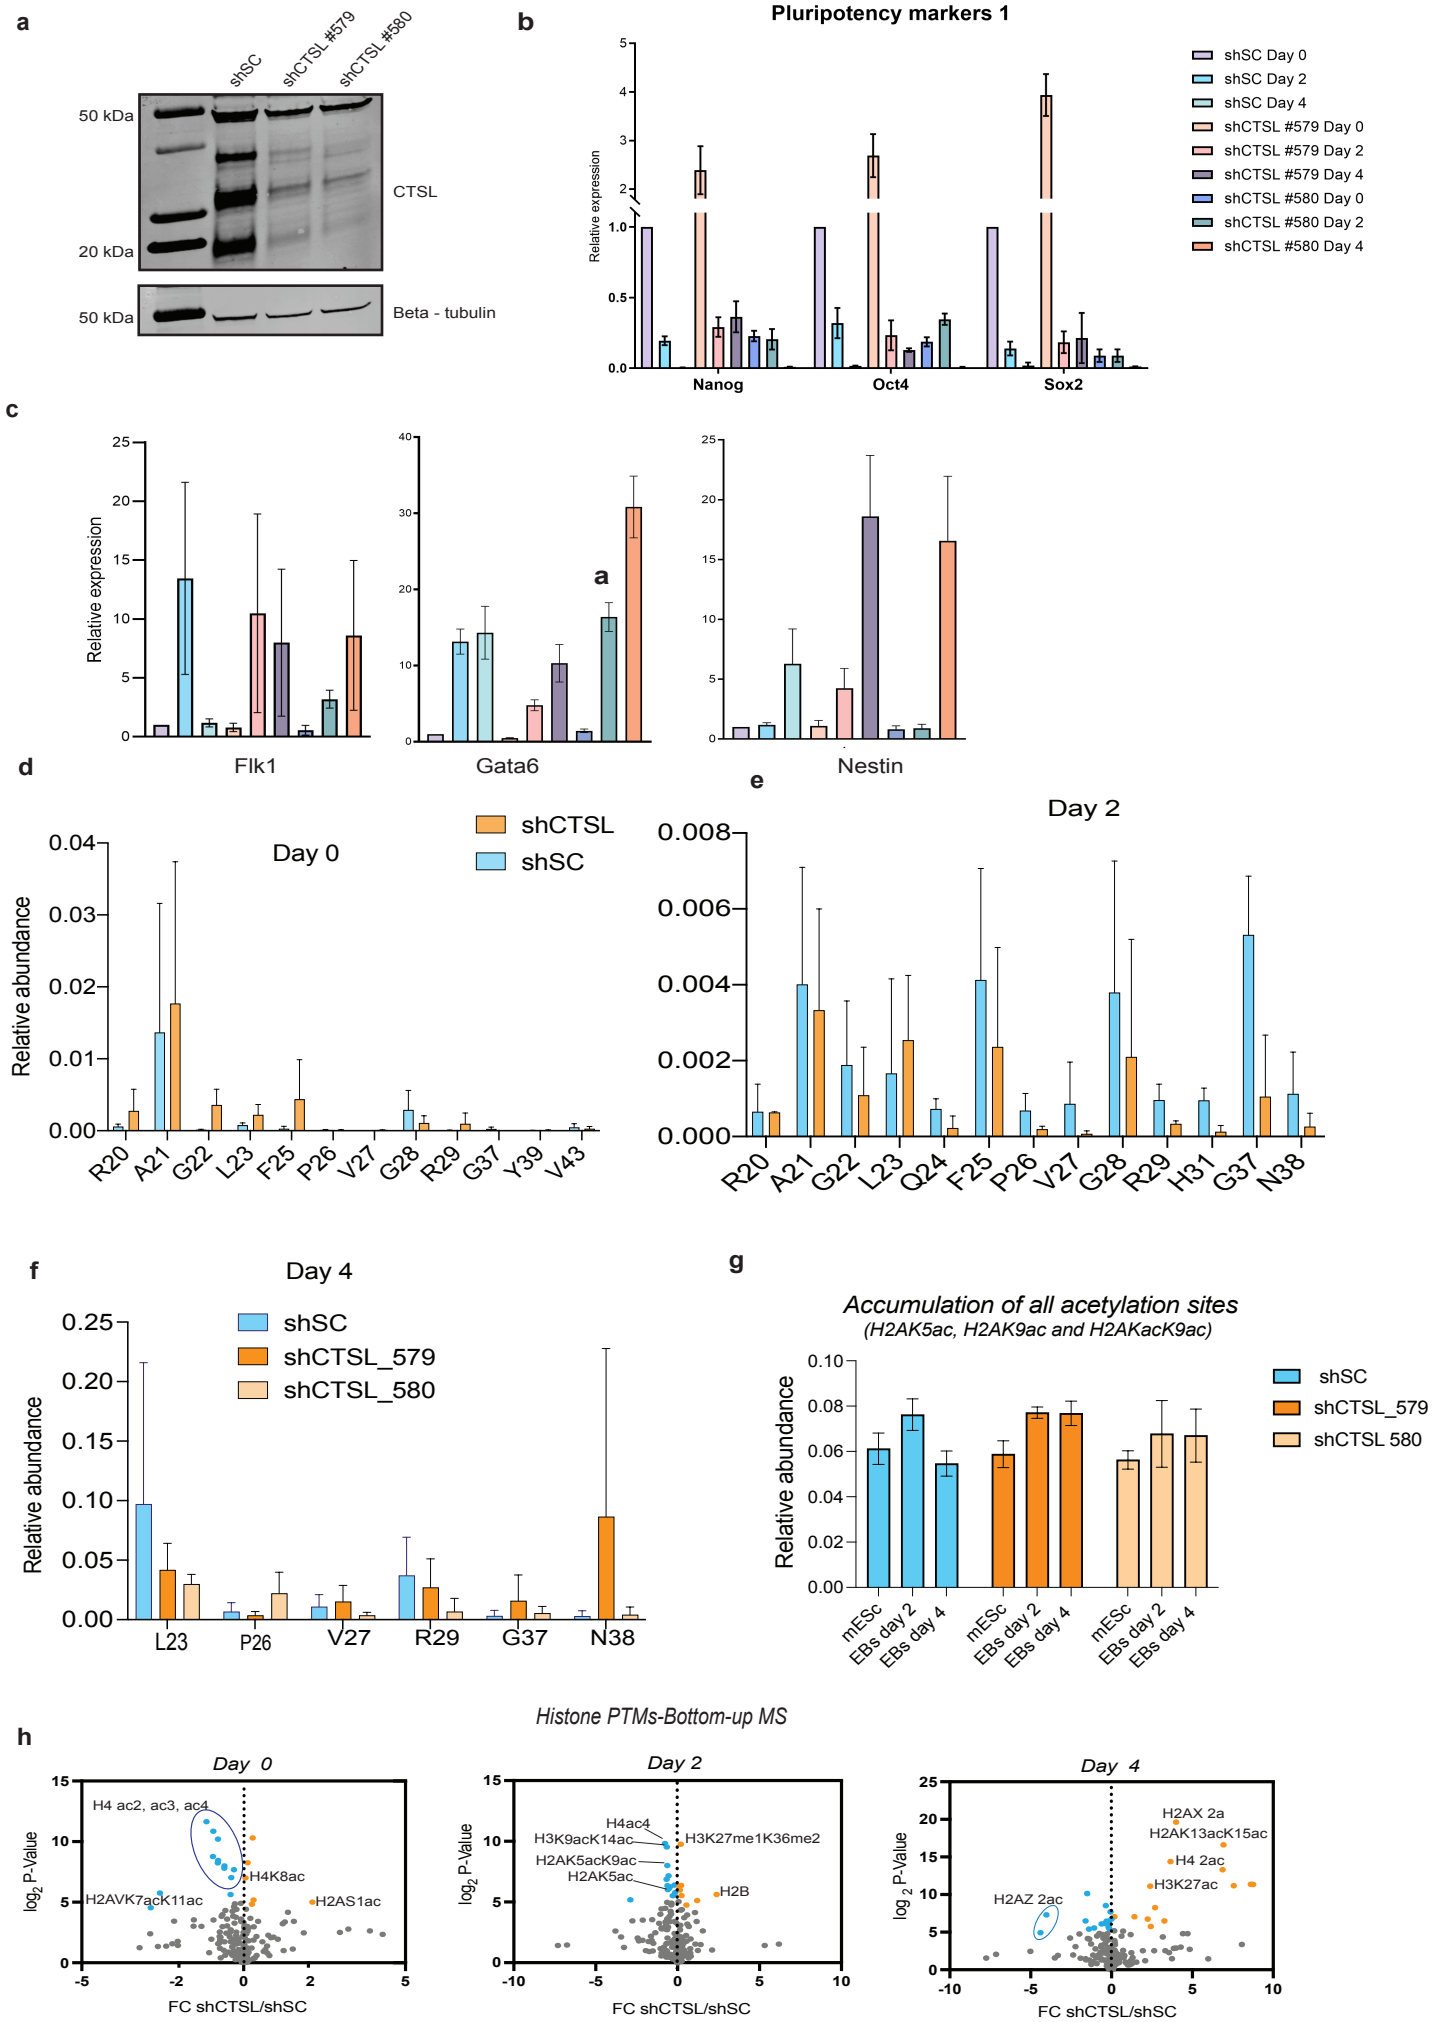

Supplementary figure 3

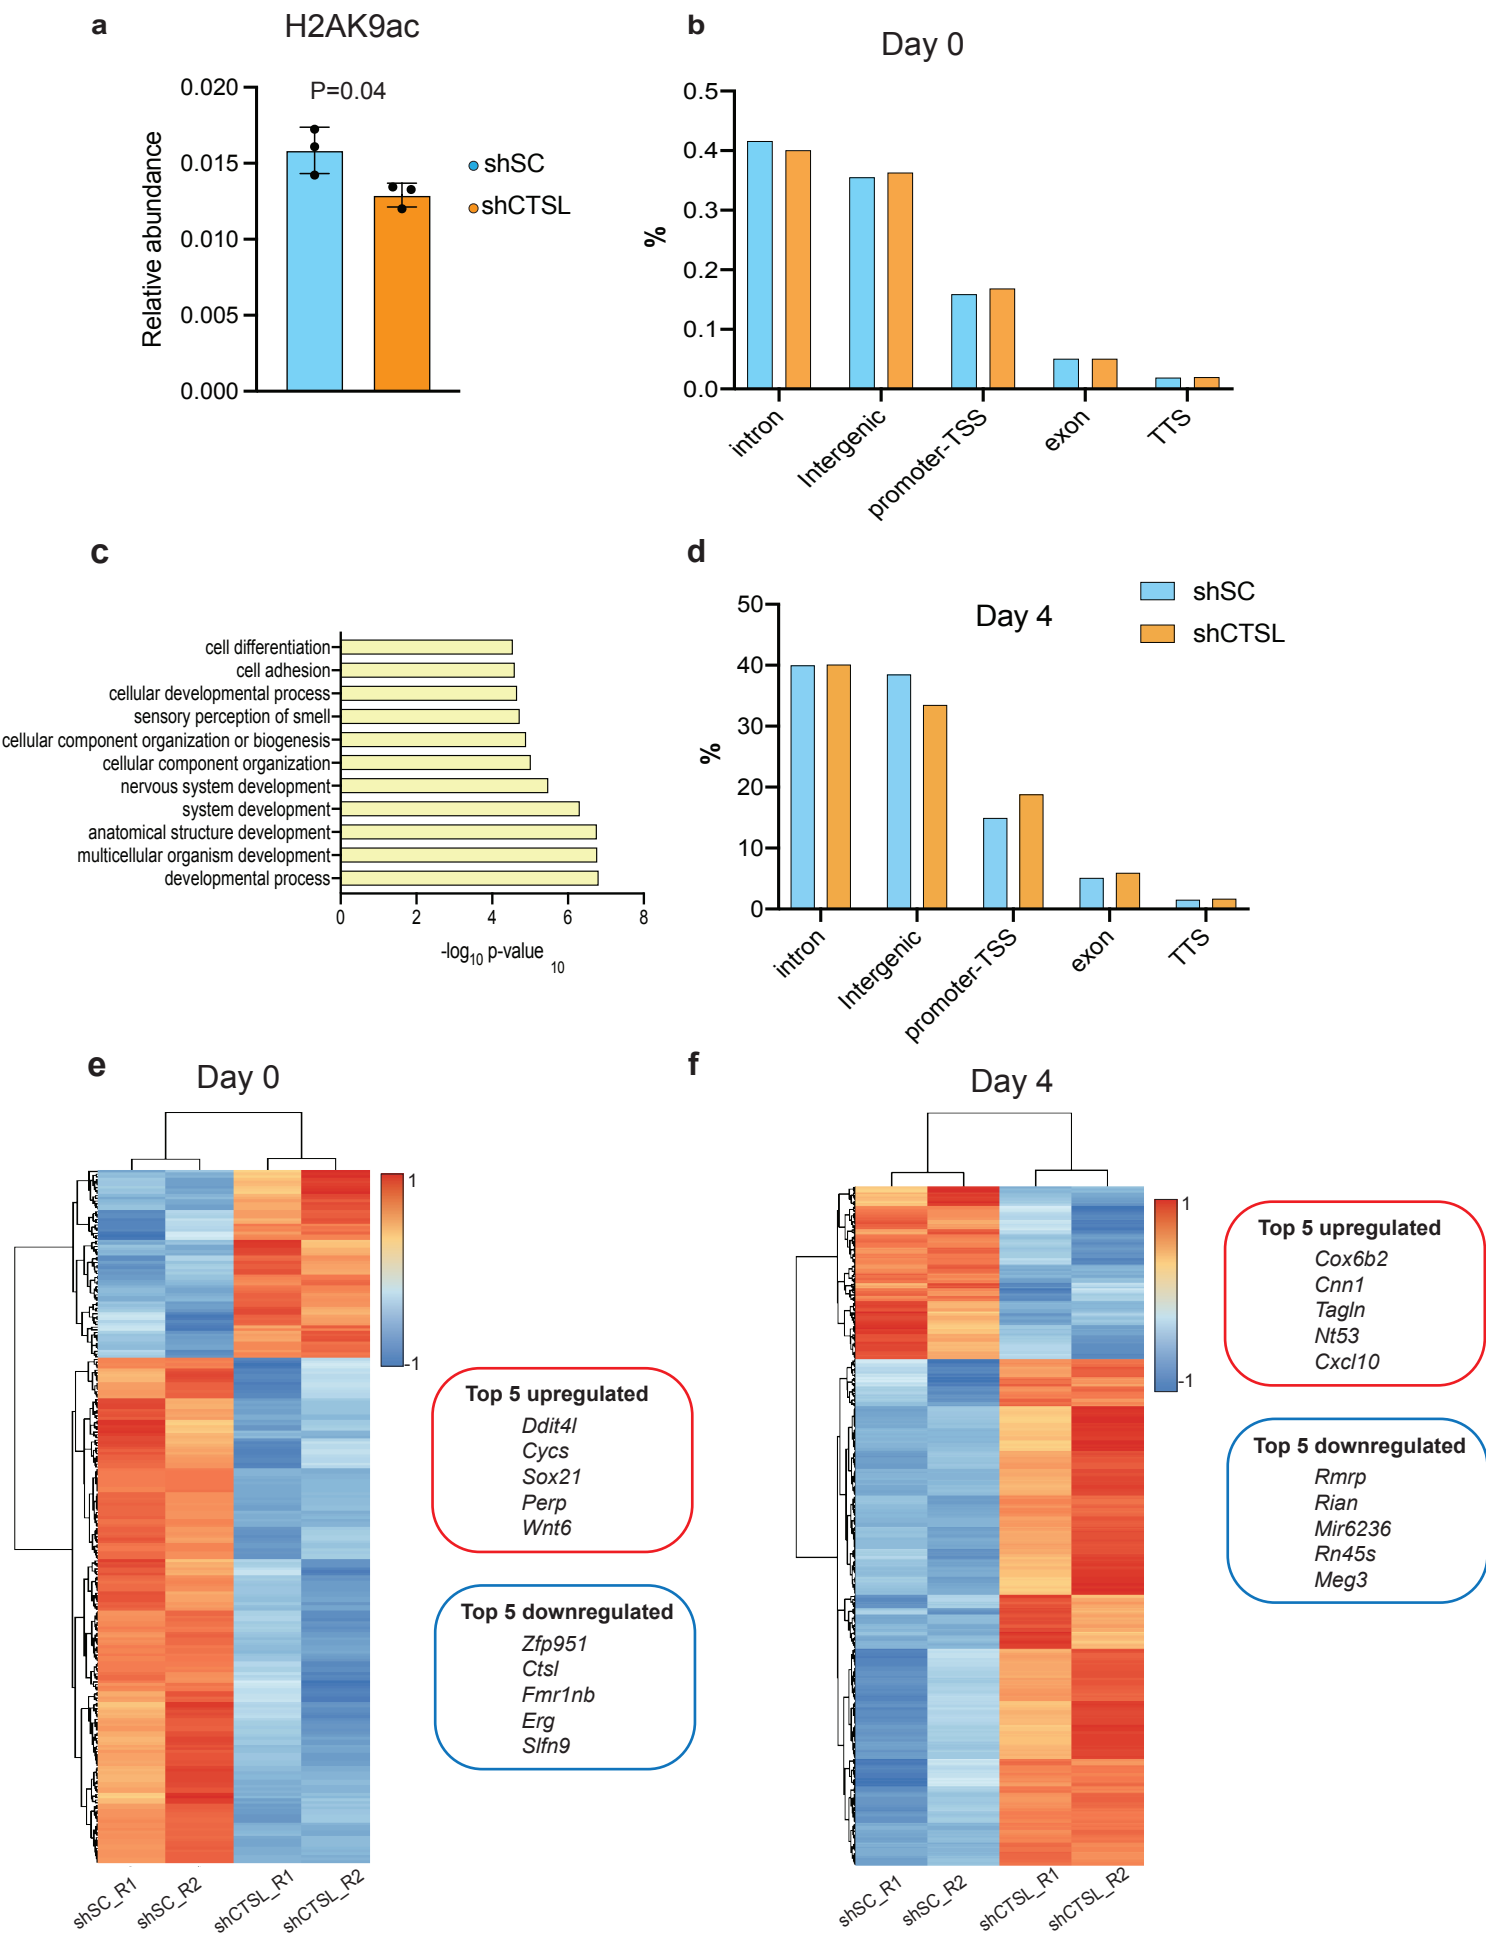

Supplementary figure 4

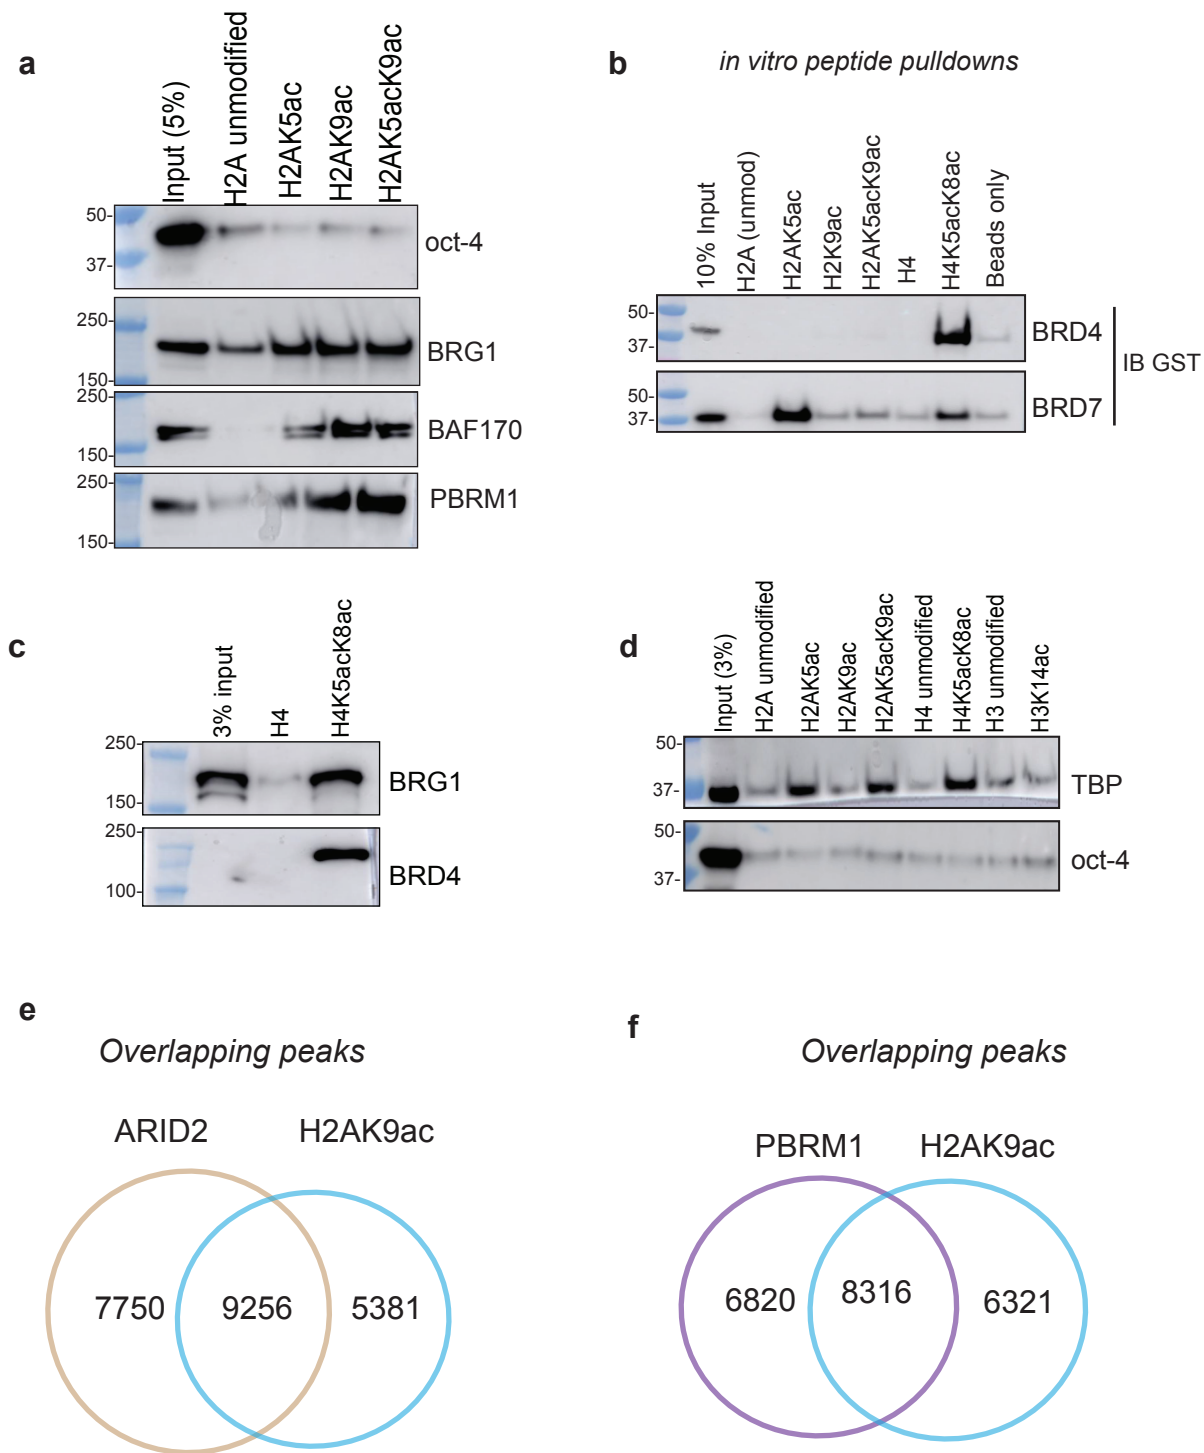

Supplementary figure 5

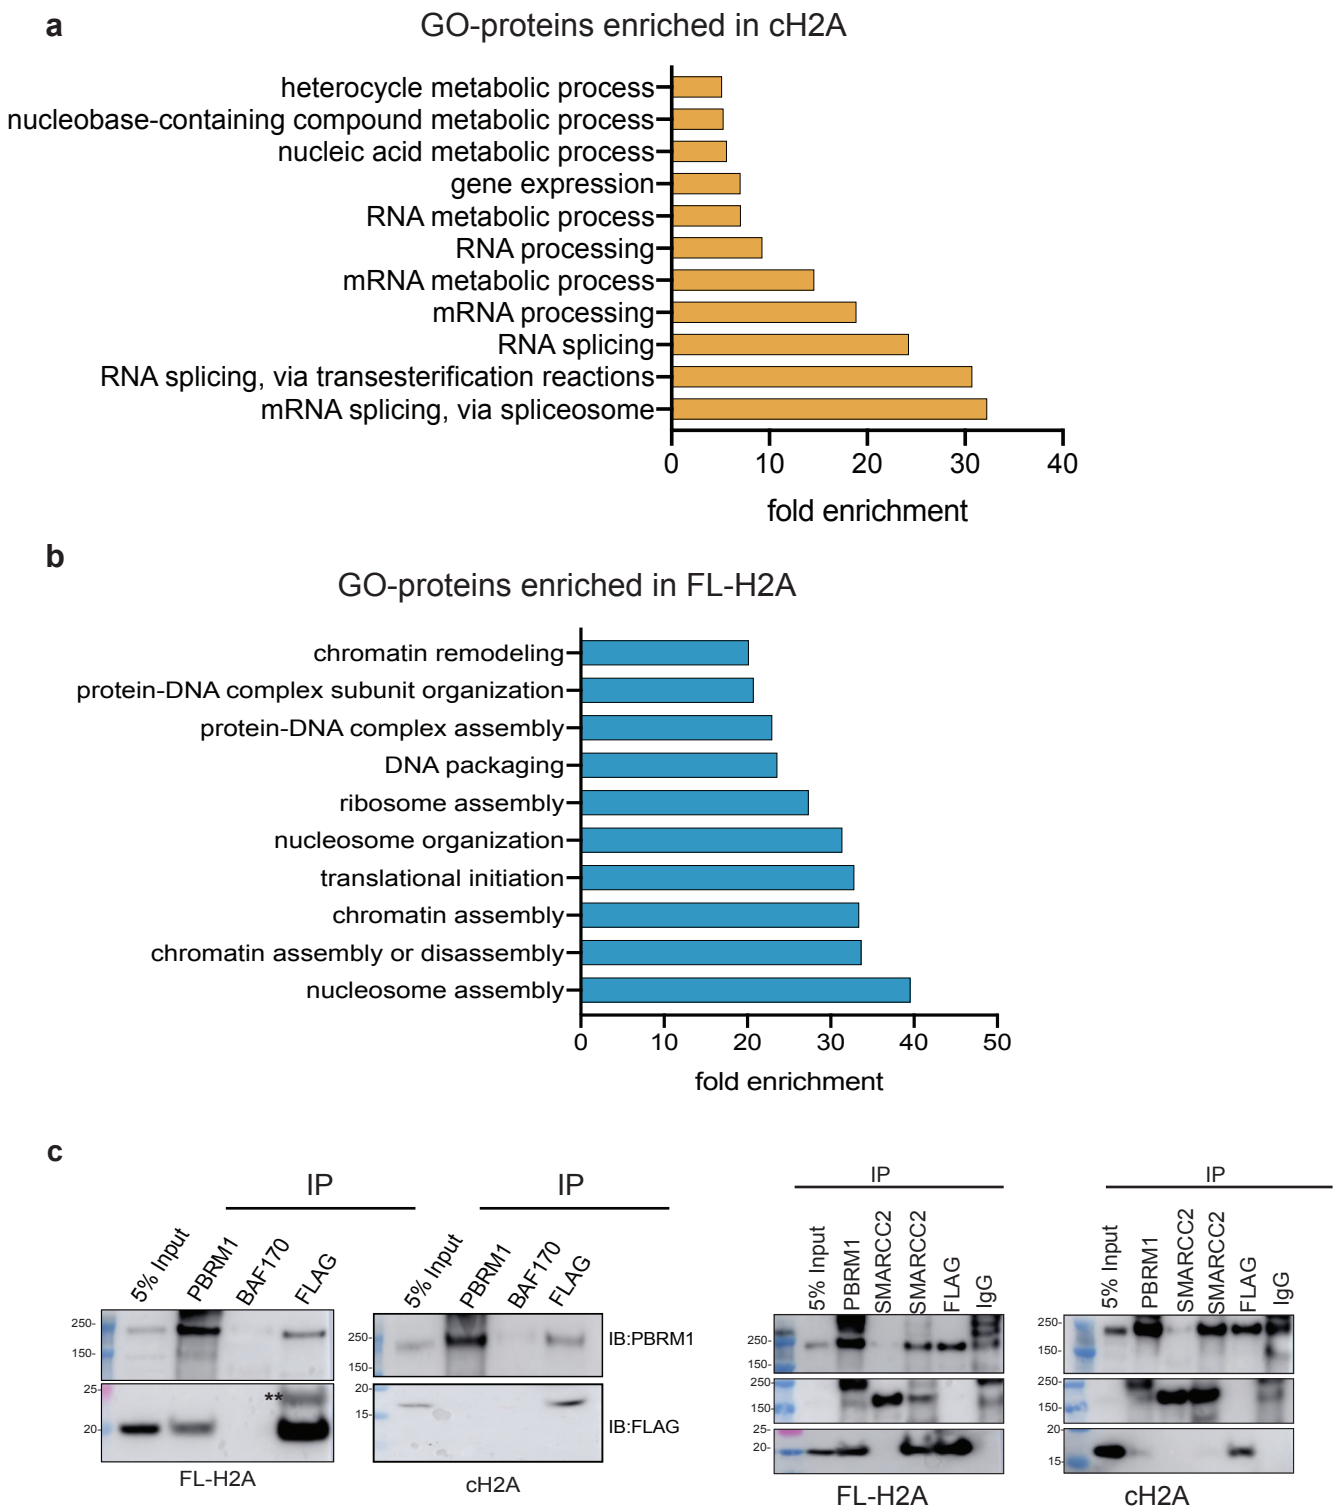

Supplementary figure 6

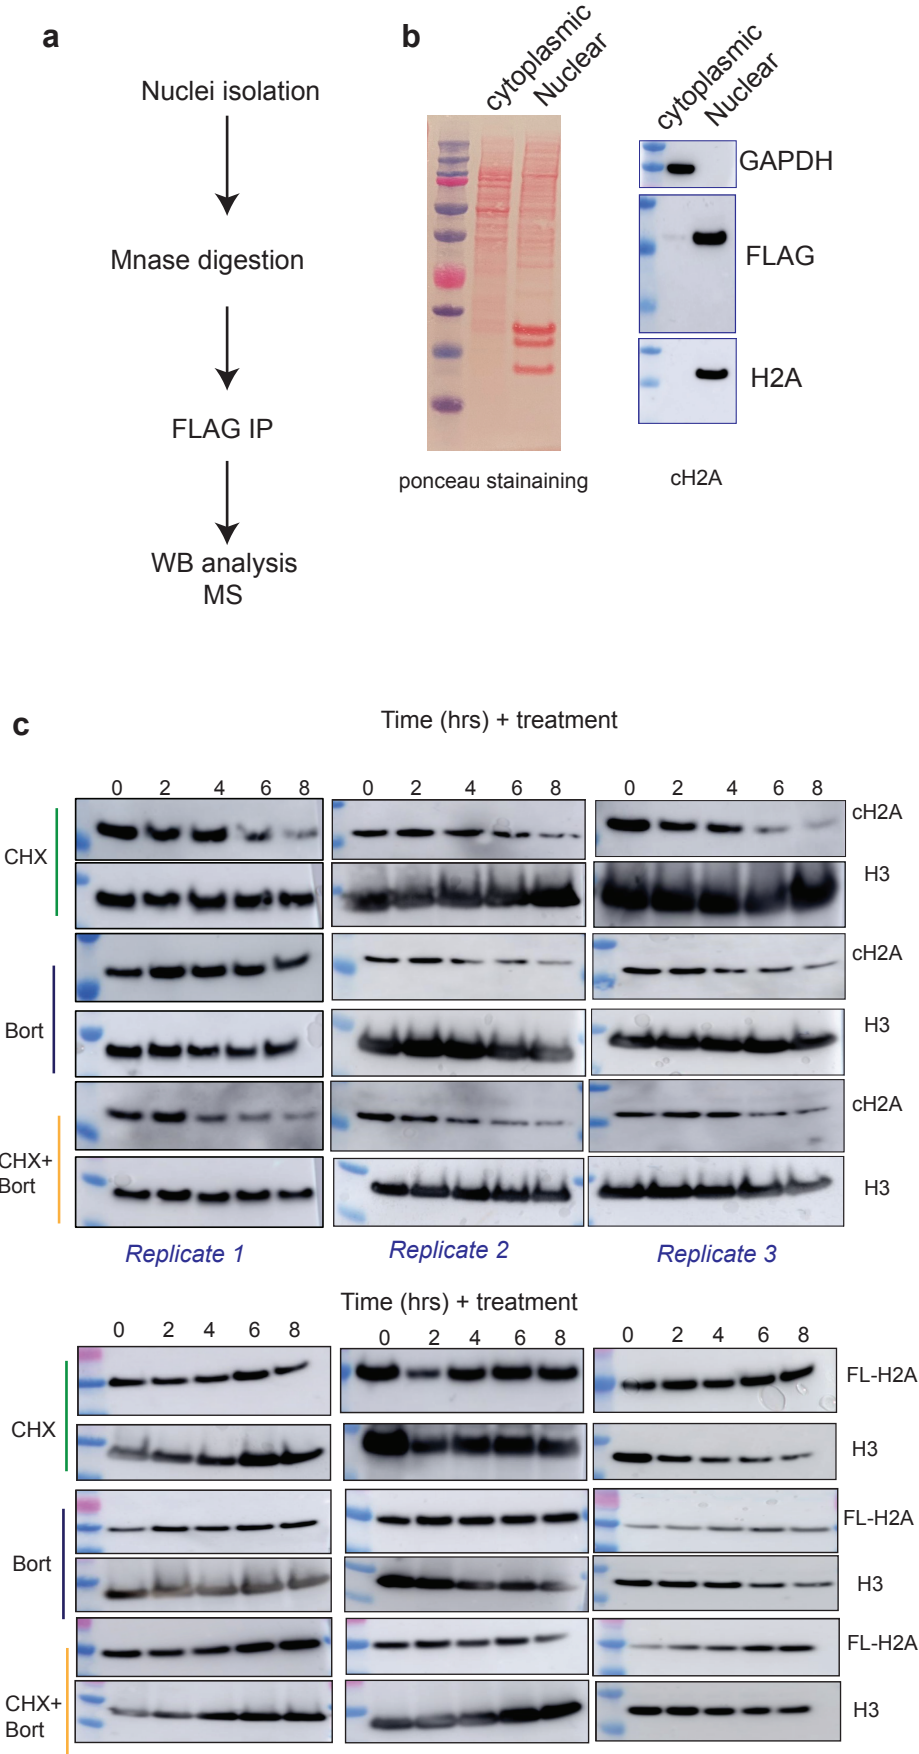

**Supplement:** Figures S1–S6

# Supplementary material for: Cleavage of histone H2A during embryonic stem cell differentiation destabilizes nucleosomes to counteract gene activation
**Source:** J Biol Chem. 2026 Apr 9;302(6):111437. doi: 10.1016/j.jbc.2026.111437
**Supplement:** Table S1

**Supplementary Table 2. Synthetic peptides used in this study (20aa)**

| **Histone** | **Peptide sequence** | **Name** |
| --- | --- | --- |
| H2A | Ac-SGRGKQGGKARAKA{Lys(Biotin)}TRSSR | H2A unmodified |
|  | Ac-SGRG{Lys-Ac}QGGKARAKA{Lys(Biotin)}TRSSR | H2AK5ac |
|  | Ac-SGRGKQGG{Lys-Ac}ARAKA{Lys(Biotin)}TRSSR | H2AK9ac |
|  | Ac-SGRG{Lys-Ac}QGG{Lys-Ac}ARAKA{Lys(Biotin)}TRSSR | H2AK5acK9ac |
| H4 | Ac-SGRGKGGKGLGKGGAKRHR{Lys(Biotin)} | H4 unmodified |
|  | Ac-SGRG{Lys-Ac}GG{LysAc}GLGKGGAKRHR{Lys(Biotin)} | H4K5acK8ac |
| H3 | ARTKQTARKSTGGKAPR{Lys(Biotin)}QL | H3 unmodified |
|  | ARTKQTARKSTGG{Lys-Ac}APR{Lys(Biotin)}QL | H3K14ac |

# Supplementary material for: Cleavage of histone H2A during embryonic stem cell differentiation destabilizes nucleosomes to counteract gene activation
**Source:** J Biol Chem. 2026 Apr 9;302(6):111437. doi: 10.1016/j.jbc.2026.111437
**Supplement:** Table S2

**Supplementary Table 1. Antibodies used in this study.**

| **Target** | **Source** | **Concentration/Application** |
| --- | --- | --- |
| FLAG | Sigma F3165 | 3ug (Ip), 1:5000 WB |
| BAF180  BAF180 | Millipore ABE70  Bethyl A700-019 | 5ug (Ip), 1:1000 WB  5ug ChIP |
| BAF170  BAF170 | Active motif 61471 (IP)  Cell signaling 12760 (WB) | 5ug (Ip)  1:1000 WB |
| ARID2  ARID2 | Thermo Invitrogen pa5-5128  Bethyl A302-230A (ChIP-seq) | 1:1000 WB  5ug ChIP |
| BRG1 | Abcam 110641 | 1:1000 WB |
| BRD7 | Cell signaling 15125s | 1:1000 WB |
| TBP | Abcam 133239 | 1:1000 WB |
| OCT4 | Abcam 19857 | 1:1000 WB |
| H2AK9ac | Abcam 177312 | 3ug ChIP |
| H2A-acidic patch | Millipore 07-146 | 1:1000 WB |
| Cathepsin L | R&D biosystems AF1515 | 1:1000 WB |
| GAPDH | Cell signaling 97166 | 1:10000 WB |
| BRD4 | Abcam 128874 | 1:1000 WB |
| GST | Cell signaling 2622s | 1:1000 WB |
| H3 | Abcam 1791 | 1:5000 WB |
| H2B | Cell Signaling 12364 | 1:1000 WB |
| IgG | Abcam 171870 | 5ug (Ip) |
| B-Actin | Cell Signaling 5125 | 1:10000 WB |

# Supplementary material for: Cleavage of histone H2A during embryonic stem cell differentiation destabilizes nucleosomes to counteract gene activation
**Source:** J Biol Chem. 2026 Apr 9;302(6):111437. doi: 10.1016/j.jbc.2026.111437
**Supplement:** Supplementary Figure — legends

**Supplementary Figure legends**

**Supplementary Figure 1. A.** Representative chromatogram of reverse-phase fractionation (RP-HPLC) of acid-extracted histones from mESCs. Top Down quantification of proteolytic events found at **B.** Day 0, **C.** Day 2 and **D.** Day 4. Error bars represent standard deviations of 3 experiments.  **E.** Sequence alignment of H2A variants, yellow box shows sequence homology on the most abundant cleavage site of H2A after 4 days of differentiation.

**Supplementary Figure 2** (**A)** Western blot confirming Cathepsin L knockdown using shRNAs 579 and 580; β-tubulin was used as a loading control. **(B)** RT–qPCR analysis of pluripotency markers (Nanog, Oct4, and Sox2) and **(C)** differentiation markers (Flk1, Gata6, and Nestin). **(D–F)** Top-down mass spectrometry quantification of cleaved H2A (cH2A) in undifferentiated mESCs and after two days (D–E) or four days **(F)** of RA-induced differentiation in cells expressing shCTSL 579 or 580 (n = 3). (**G**) Bottom-up MS analysis of N-terminal H2A acetylation marks. Bar plots represent the sum of all acetylated forms (H2AK5ac, H2AK9ac, and H2AK5acK9ac); error bars indicate the standard deviation of at least three biological replicates. (**H)** EB formation. In the volcano plots, the x-axis shows the log2 fold change of three biological replicates, while the y-axis represents the log2 P-value.

**Supplementary Figure 3.  A.** MS quantification of H2AK9ac in undifferentiated shSC control (blue) or shCTSL treated cells (orange).  using synthetic peptides as standards. Error bars represent standard deviation of 3 experiments. **B.** Distribution of H2AK9ac peaks across genomic features in undifferentiated cells shSC control (blue) and shCTSL cells (orange). ChIP-seq of undifferentiated cells performed once. **CD.** Gene ontology of differentially downregulated genes from Day 2 to Day 4 of EBs.**CD..** Genomic distribution of H2AK9ac on Day 4 of EBs formation in control shSC or after shCTSL cells. RNA-seq analysis showing significantly regulated genes (log_2_ fold change >0.5 and p-value >0.05) upon CTSL KD in undifferentiated mESCs (E) and at day four of EBs formation (F). Two biological replicates were included in this analysis.   **D.** Gene ontology of differentially downregulated genes from Day 2 to Day 4 of EBs.

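At Day 0 edgeR calls 6 of 15532 genes between shCTSL and shSC, 0 higher and 6 lower in shCTSL. At Day 4 it calls 2, 0 higher and 2 lower. At an unadjusted p under 0.05 there are 1127 and 1897 genes, and DESeq2 calls 48 (12 higher) and 132 (74 higher). The criteria of the legend, read as an unadjusted p under 0.05 with a log2 fold change over 0.5, give 652 (221 higher) and 1122 (616 higher). The Day 0 count of 6 became 0 without shCTSL Day 0 replicate 1 or without replicate 2, 1 without shSC Day 0 replicate 2, 211 without shCTSL Day 2 replicate 1 and 214 without shCTSL Day 2 replicate 2. The Day 4 count of 2 became 0 without shSC Day 4 replicate 1 or without shCTSL Day 4 replicate 1, 7 without shSC Day 4 replicate 2, 926 without shCTSL Day 2 replicate 1 and 924 without shCTSL Day 2 replicate 2. The figure's gene lists were chosen on these same samples, so calls adjusted over the list alone are not independent evidence.

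All 5 genes listed as higher in undifferentiated cells were higher in shCTSL: Ddit4l by 0.93 on the log2 scale (SE 0.22, adjusted p = 0.286), Cycs by 0.89 (SE 0.41, adjusted p = 0.697), Sox21 by 0.86 (SE 0.23, adjusted p = 0.354), Perp by 0.85 (SE 0.17, adjusted p = 0.202) and Wnt6 by 0.82 (SE 0.27, adjusted p = 0.505). None is called over all genes, and 4 are when adjusted over the list alone, all but Cycs, whose reads processed pseudogenes may share. DESeq2 calls 2 of the 5, Ddit4l (adjusted p = 0.0304) and Perp (adjusted p = 0.0013). Of the 5 genes listed as lower, Ctsl is called, and so is Zfp951, one of a family of similar zinc finger genes. Zfp951 had 12.1 ± 0.841 normalized CPM (mean ± SD, n = 2) in shSC and 3.53 ± 0.0740 in shCTSL, a log2 fold change of −1.78 (SE 0.17, adjusted p = 0.00459). Its call was lost without shSC Day 0 replicate 2 (−1.70, adjusted p = 0.0879), shCTSL Day 0 replicate 1 (−1.80, adjusted p = 0.154) or shCTSL Day 0 replicate 2 (−1.76). Fmr1nb (−1.95, SE 0.40, adjusted p = 0.215) and Slfn9 (−2.78, SE 0.48, adjusted p = 0.137) were lower without a call, and DESeq2 calls both (adjusted p = 0.000812 and 0.000472). Erg had 6 counts in the shSC libraries and 3 in the shCTSL libraries together, a ratio of 0.639 with a counting interval of 0.103 to 2.99, so its direction is open. Adjusted over the list alone, 4 of these 5 are called, all but Erg.

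At Day 4 the called genes are the noncoding RNAs Rian (chromosome 12, 110842155 to 110899919) and Meg3 (chromosome 12, 110779211 to 110809936). Rian had 6.32 ± 0.501 normalized CPM in shSC and 1.02 ± 0.296 in shCTSL (log2 fold change −2.62, SE 0.23, adjusted p = 0.00893). Meg3 had 9.29 ± 0.982 and 2.14 ± 0.730 (log2 fold change −2.11, SE 0.23, adjusted p = 0.026). Both come from 1 locus, and only 1 shCTSL line was sequenced. Without shSC Day 4 replicate 1 both calls were lost (Rian −2.53, adjusted p = 0.171, and Meg3 adjusted p = 0.31). The same happened without shCTSL Day 4 replicate 1 (Rian −2.36, adjusted p = 0.231, and Meg3 −1.81, adjusted p = 0.34). The exonic length adjustment ended the Meg3 call through both a smaller change and a larger error (−1.76, SE 0.32, adjusted p = 0.0619). Rmrp (−2.91, SE 1.14, adjusted p = 0.37), Mir6236 (−2.54, SE 0.98, adjusted p = 0.365) and Rn45s (−2.12, SE 0.83, adjusted p = 0.37) were lower without a call. Rn45s and Mir6236 are ribosomal repeat sequences, and within shSC Day 2 alone the replicates of Rn45s differ by 2.11 on the log2 scale. Cxcl10 (1.04 ± 0.0971 against 3.73 ± 0.617 normalized CPM), Tagln (54.1 ± 9.98 against 163 ± 23.6), Cnn1 (4.67 ± 0.0269 against 13.7 ± 0.787) and Cox6b2 (7.06 ± 1.30 against 17.9 ± 3.09) were higher in shCTSL. Their log2 fold changes were 1.85 (SE 0.27, adjusted p = 0.0833), 1.58 (SE 0.26, adjusted p = 0.0896), 1.55 (SE 0.33, adjusted p = 0.18) and 1.36 (SE 0.30, adjusted p = 0.199). edgeR calls none of these 4 over all genes, and DESeq2 calls all 4, with adjusted p of 0.00857, 5.4e-06, 0.00348 and 0.00423. Adjusted over the list alone, the 4 genes and all 5 listed as lower are called. The listed name Nt53 matches no gene symbol of the count table. The closest symbol, Nt5c3, was counted in that list and is not called (0.02, adjusted p = 0.955).

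**Figure D4:**
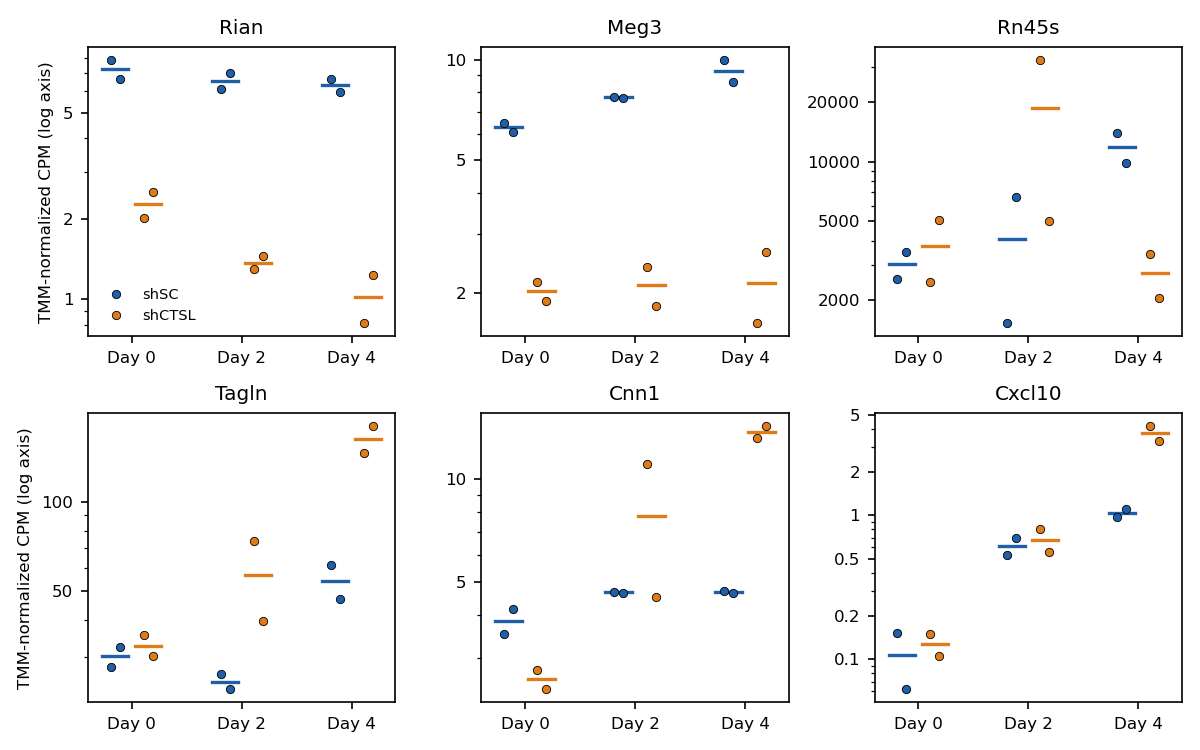
Normalized CPM of Rian, Meg3, Rn45s, Tagln, Cnn1 and Cxcl10 in each of the 12 libraries by day and line, on log axes. Points are libraries and lines show the group means.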

**Supplementary Figure 4.  A.** Peptide pull-down experiments using unmodified H2A, H2AK5ac, H2AK9ac or H2K5acK9ac peptides. Pull-downs were carried out using nuclear extracts of undifferentiated ESCs. Western blots were performed against proteins that showed >2-fold enrichment by MS. **B.** *In vitro* peptide pull-down using recombinant BRD4 or recombinant BRD7. **C.** Peptide pull-downs of unmodified H4 and H4K5acK8ac. Western blot against BRG1 and BRD4, well-known reader of acetylated H4. **D.** Peptide pull-downs using unmodified H2A, H2K5ac, K9ac, H2K5acK9ac, H3, H3K14ac, H4 and H4K5acK8ac peptides. Western blots were performed against Oct4 (negative control) and TBP. Venn diagrams showing overlap of **E.** ARID2 peaks containing H2AK9ac, and **F.** PBRM1 peaks containing with H2AK9ac

**Supplementary Figure 5.** Gene ontology of proteins found to interact with **A.** cH2A or **B.** FL-H2A with FC > 0.5 and p-value > 0.05 using unpaired Student’s t-tests. Top 10 categories are shown. **C.** Biological replicate of Co-IPs in Figure 5D.

**Supplementary Figure 6. A.** Simplified schematic of monoucleosme IP procedure. **B.** Biochemical fractionation showing cH2A is chromatin associated. **C** Biological replicates of protein stability experiments described in Figure 6 C-E.

**Supplementary Table 1. Antibodies used in this study**

| **Target** | **Source** | **Concentration/Application** |
| --- | --- | --- |
| FLAG | Sigma F3165 | 3ug (Ip), 1:5000 WB |
| BAF180  BAF180 | Millipore ABE70  Bethyl A700-019 | 5ug (Ip), 1:1000 WB  5ug ChIP |
| BAF170  BAF170 | Active motif 61471 (IP)  Cell signaling 12760 (WB) | 5ug (Ip)  1:1000 WB |
| ARID2  ARID2 | Thermo Invitrogen pa5-5128  Bethyl A302-230A (ChIP-seq) | 1:1000 WB  5ug ChIP |
| BRG1 | Abcam 110641 | 1:1000 WB |
| BRD7 | Cell signaling 15125s | 1:1000 WB |
| TBP | Abcam 133239 | 1:1000 WB |
| OCT4 | Abcam 19857 | 1:1000 WB |
| H2AK9ac | Abcam 177312 | 3ug ChIP |
| H2A-acidic patch | Millipore 07-146 | 1:1000 WB |
| Cathepsin L | R&D biosystems AF1515 | 1:1000 WB |
| GAPDH | Cell signaling 97166 | 1:10000 WB |
| BRD4 | Abcam 128874 | 1:1000 WB |
| GST | Cell signaling 2622s | 1:1000 WB |
| H3 | Abcam 1791 | 1:5000 WB |
| H2B | Cell Signaling 12364 | 1:1000 WB |
| IgG | Abcam 171870 | 5ug (Ip) |
| B-Actin | Cell Signaling 5125 | 1:10000 WB |

**Supplementary Table 2. Synthetic peptides used in this study (20aa)**

| **Histone** | **Peptide sequence** | **Name** |
| --- | --- | --- |
| H2A | Ac-SGRGKQGGKARAKA{Lys(Biotin)}TRSSR | H2A unmodified |
|  | Ac-SGRG{Lys-Ac}QGGKARAKA{Lys(Biotin)}TRSSR | H2AK5ac |
|  | Ac-SGRGKQGG{Lys-Ac}ARAKA{Lys(Biotin)}TRSSR | H2AK9ac |
|  | Ac-SGRG{Lys-Ac}QGG{Lys-Ac}ARAKA{Lys(Biotin)}TRSSR | H2AK5acK9ac |
| H4 | Ac-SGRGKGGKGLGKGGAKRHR{Lys(Biotin)} | H4 unmodified |
|  | Ac-SGRG{Lys-Ac}GG{LysAc}GLGKGGAKRHR{Lys(Biotin)} | H4K5acK8ac |
| H3 | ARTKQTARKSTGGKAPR{Lys(Biotin)}QL | H3 unmodified |
|  | ARTKQTARKSTGG{Lys-Ac}APR{Lys(Biotin)}QL | H3K14ac |

**Supplementary Table 3. Primers used in this study 3’-5.**

| Target | Forward sequence | Reverse sequence |
| --- | --- | --- |
| *Nanog* | TGATTCAGAAGGGCTCAGCA | CTTCCAGATGCGTTCACCAG |
| *Sox2* | AGTGGTACGTTAGGCGCTTC | TGGACATTTGATTGCCATGT |
| *Oct4* | GGGGCTGTATCCTTTCCTCT | GCTGGTGCCTCAGTTTGAAT |
| *Flk1* | GCTCCTGACTACACTACCCC | CCCAAATGCTCCACCAACTC |
| *Gata6* | TTCTACACAAGCGACCACCT | TTGAGGTCACTGTTCTCGGG |
| *Nestin* | GCCACTGAAAAGTTCCAGCT | AGGGACATCTTGAGGTGTGC |
| *Gapdh* | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |

How the deposited data were processed for this re-analysis (not part of the article)

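RNA-seq counts were analysed for 12 libraries of mouse embryonic stem cells: the control line shSC and the shCTSL line, each as undifferentiated mESCs (Day 0) and as embryoid bodies after 2 and 4 days with retinoic acid (Day 2, Day 4), with 2 biological replicates in each of the 6 groups. The control libraries are labelled WT and scr and were taken as shSC, and the knockdown libraries, labelled KD, as shCTSL. The authors selected poly(A) RNA and made directional libraries, aligned the reads to mm9 with STAR 2.3.0e, removed alignments with a mapping quality under 10, mitochondrial reads and contigs outside the chromosomes with SAMtools 0.1.19, and counted reads per RefSeq gene with featureCounts 1.6.2. Whether the counting kept the strand is not given in the sources used here. The counts are unnormalized whole numbers for 24495 genes. Their totals, replicate 1 before replicate 2, are 15510058 and 19344654 for shSC Day 0, 27155553 and 20783323 for shSC Day 2, 21885578 and 13434182 for shSC Day 4, 15627577 and 11171111 for shCTSL Day 0, 15415364 and 21213919 for shCTSL Day 2, and 16815622 and 18246185 for shCTSL Day 4. The ribosomal gene Rn45s takes 0.170 to 3.43% of the counts of a library.

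The authors tested expression with DESeq2 1.16.1 at an FDR of 0.05 and a cutoff given as a log2 fold change of 1.5X, which can be read as 1.5-fold or as 1.5 on the log2 scale. In the first 1268 of the 41000 rows of Data S4, the part held, 83 genes are marked as changed between shSC Day 2 and Day 0. The smallest log2 fold change among them is 1.50 in size, and genes just under that size with an FDR under 0.05 are not marked, so the marks use the log2 scale. The 1.5-fold reading had been fixed as the main cutoff before the data were examined and was kept, with the log2 scale as an alternative.

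Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by its filterByExpr function with a minimum count of 10, which left 15532. All 12 libraries were fitted together by the quasi-likelihood method with a mean per group after TMM normalization, which leaves 6 residual degrees of freedom. The comparisons were Day 2 and Day 4 against Day 0 and Day 4 against Day 2 within each line, shCTSL against shSC on each day, the mean of these 3 differences over the days, and the interactions, that is the differences between the lines in each change between days. p-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene is called changed with an adjusted p under 0.05 and at least a 1.5-fold change (0.585 on the log2 scale). For lists of genes fixed beforehand the adjustment was also made over the list alone. Normalized CPM are counts scaled by the library totals and the TMM factors, given as the mean with the SD of 2 libraries, which limits the precision of each SD. The standard error of a log2 fold change comes from the fit. Spreads between replicates were computed on log2 CPM with 0.5 added.

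The genes named were fixed by a rule written before the data were examined, when values in the paper's own tables had been seen. It takes every gene that the paper names for RNA-seq or that is nearest to a peak marked lower in the part of Data S4 held. For shCTSL against shSC on each day and in the mean over the days, and for the Day 4 against Day 2 interaction, it adds the 5 highest and 5 lowest log2 fold changes among called genes whose libraries of one line all lie beyond those of the other, without predicted loci that the paper does not name. Subunits of the PBAF complex, cathepsins and target genes of retinoic acid are summarised as lists.

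Alternatives set beforehand were RLE normalization, DESeq2 1.42.0, no filter on low counts (22689 genes), at least 1 CPM in 2 libraries (14655 genes), a fit of only the libraries compared, no fold cutoff, a log2 fold change of at least 1.5, the criteria of the legend of Fig. S3 read as an unadjusted p under 0.05 with a log2 fold change over 0.5, a model with the replicate number, and each library left out in turn. Chosen after seeing the data were the omission of each shCTSL Day 2 library in comparisons that do not include that group, offsets that remove each library's trend with exonic length, and limma-voom (limma 3.58.1) with quality weights per library. Those weights came to 0.120 and 0.118 for the shCTSL Day 2 libraries and 1.13 to 2.13 for the others.

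Exonic lengths and gene positions come from the GENCODE M1 annotation of mm9, in which 20561 of the 24495 genes were found by symbol and 1738 by another name. The fit was tested on simulated data with 50 changed genes at each of 4 sizes. For the Day 4 comparison DESeq2 found 6, 37, 48 and 48 of 50 at 1.5-, 2-, 4- and 8-fold and called 27 of the 15332 unchanged genes. Random lists for list medians were drawn 10000 times. Figures were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Data S2 was used for the first 1999 of its 24495 rows. The ChIP-seq, the proteomics, the qPCR and the gene sets of Fig. 3D and Fig. 4 were not analysed here.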

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

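Among the tests below, those adjusted for exonic length were chosen only after the result was seen. The other tests were set before it.

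Lefty2 differed between the lines at Day 0 but not at the later days, and its interaction between Day 4 and Day 0 was past the threshold. Normalized CPM at Day 0, Day 2 and Day 4 were 159, 180 and 14.6 in shSC and 67.0, 181 and 17.8 in shCTSL. The log2 fold change between the lines was −1.24 at Day 0 (adjusted p = 0.00396), 0.01 at Day 2 and 0.28 at Day 4, and the interaction was 1.52 (SE 0.16, adjusted p = 0.0447), the only one among 15532 genes. Reads shared with the similar gene Lefty1 are argued against, since the sum of both genes changed by −1.28 at Day 0. Gene length is argued against, since the interaction stayed at 1.45 after the adjustment. A single library is argued against as the source of the size, since the lowest value with any 1 of the 8 libraries left out was 1.47. The call is another matter. It was lost without each of the 8 libraries in turn, with adjusted p from 0.225 to 0.543, so it rests on a narrow margin. Lower Nodal signalling in shCTSL mESCs cannot be told apart from no such difference. The median of 9 other Nodal pathway genes at Day 0 was −0.093, at the 13.4th percentile of random lists, with members from −1.35 to 0.15 and none called. Both values lie on the side set beforehand for no such difference. The median clears its bound by less than its own spread of 0.085, so this was not taken to decide. Lefty1 itself changed by −1.35 (adjusted p = 0.18). A difference between the 2 cell lines that predates the knockdown also stays open, because only 1 shCTSL line was sequenced.

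Day 2 gave 10 genes called between shCTSL and shSC, 1 higher and 9 lower, on a day that Fig. S3E and F do not show. At an unadjusted p under 0.05 there were 3014, and DESeq2 called 125. Named by the rule are Tgm1 (1.11, adjusted p = 0.0309), Rian (−2.25, adjusted p = 0.0188), Meg3 (−1.88, adjusted p = 0.0284), Zfp951 (−1.49, adjusted p = 0.0195), Arhgap30 (−1.46, adjusted p = 0.0309), Lncenc1 (−1.08, adjusted p = 0.0188) and Ctsl. The departing library shCTSL Day 2 replicate 1 is argued against as their source, since all 10 were called in the same direction without it, when 96 genes were called in total. The number of calls depends on the other replicate, since 5012 genes were called without replicate 2, these 10 among them. Gene length is argued against, since 10 of 10 kept a change beyond 1.5-fold after the adjustment, although the adjustment ended the call of Meg3 (−1.50 with SE 0.32 against −1.88 with SE 0.23, adjusted p = 0.0868, a smaller change with a larger error). All 10 calls were lost without shSC Day 2 replicate 1, without shSC Day 2 replicate 2 and in a fit of the 4 Day 2 libraries alone, where the adjusted p of Rian was 0.708 with a log2 fold change of −2.25. The main calls at Day 2 draw on the smaller spread of the other groups. A difference between the 2 cell lines unrelated to CTSL stays open.

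The mean difference between shCTSL and shSC over the 3 days was called for 42 genes, 14 higher and 28 lower, a comparison that the paper does not make. Of these 42, 40 have the same sign on all 3 days. Another grouping of the libraries is argued against. Of 100 groupings that exchange libraries between the lines within a day, drawn from 108 possible, only the real one, 1 of 100, gave as many calls, and the highest of the others gave 0. Gene length cannot be told apart for part of the list, since 32 of 42 kept a change beyond 1.5-fold in the same direction after the adjustment, between the bounds set for the test. Among called genes whose libraries of the 2 lines separate on each day, predicted loci left out, the lowest changes were Rian (−2.18, SE 0.13, adjusted p = 0.000198), Meg3 (−1.87, adjusted p = 0.00035), Slfn9 (−1.52, adjusted p = 0.048), Zfp951 (−1.44, adjusted p = 0.000198) and Ctsl. The highest of these were Pdlim2 (0.93, adjusted p = 0.048), Perp (0.76, adjusted p = 0.02), Tgm1 (0.75, adjusted p = 0.00628), R3hdml (0.74, adjusted p = 0.0485) and C1qtnf6 (0.72, adjusted p = 0.0445). Rian and Meg3 were called under every setting, and Zfp951 and Ctsl under every setting except a log2 fold change of at least 1.5. Apart from that cutoff, Tgm1 lost its call only without shSC Day 0 replicate 2 (adjusted p = 0.0513). The other 5 lost theirs without most single libraries. Without any 1 of the 10 libraries outside shCTSL Day 2, 7 to 12 genes were called, against 121 without shCTSL Day 2 replicate 1 and 1217 without replicate 2. Whether the knockdown or another difference between the 2 lines causes the changes stays open, since 1 shCTSL line was sequenced.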

How the results depend on the processing

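Alternatives chosen only after the result was seen are the adjustment for exonic length, limma-voom with library quality weights, and the omission of a shCTSL Day 2 library in comparisons without that group. The cause was not tested for a change unless it is given.

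With a log2 fold change of at least 1.5 the called genes of shSC fell to 3844 (Day 2 against Day 0), 4778 (Day 4 against Day 0) and 1462 (Day 4 against Day 2), and those of shCTSL to 3981, 4697 and 1312, since the cutoff is stricter. The same cutoff left 2 genes at Day 2 between the lines and 3 in their mean over the days. Without a fold cutoff the mean gave 71.

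Differences between the lines depended on how the spread was estimated. A fit of only the libraries compared gave 269, 0 and 711 genes between the lines at Day 0, Day 2 and Day 4, 1201 for shCTSL Day 4 against Day 2 and 149 for the Day 4 against Day 0 interaction. limma-voom with quality weights gave 254, 0 and 723, then 1255 for shCTSL Day 4 against Day 2, interactions of 2 (Day 2 against Day 0) and 130 (Day 4 against Day 0), and 128 in the mean. Both remove the shCTSL Day 2 libraries from the spread used at Day 0 and Day 4 or weigh them less, and make the Day 2 comparison rest on them. DESeq2 gave 48, 125 and 132, interactions of 24 (Day 2 against Day 0), 28 (Day 4 against Day 0) and 11 (Day 4 against Day 2), and 128 in the mean. With no filter on low counts there were 29, 60 and 119, interactions of 4 and 7, and 185 in the mean. The length adjustment gave 30, 44 and 30, and interactions of 2 and 6. The criteria of the legend of Fig. S3, which leave the p unadjusted, gave 652, 1512 and 1122, interactions of 1178, 830 and 523, and 674 in the mean. RLE normalization and the filter of 1 CPM in 2 libraries kept every count within 1.5 times.

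The replicate numbers mark no shared culture in the labels or the paper. Among the 15 correlations between groups of the deviations of replicate 1 from replicate 2, the range was −0.465 to 0.257 and 2 were above 0.1, so the samples share only a number. With the replicate number as a block, 0 genes were called at Day 2, 1 at Day 4, 0 in the Day 4 against Day 0 interaction and 13 in the mean. Of the genes named, the block ended the calls of Nsg2 at Day 0, of Meg3 at Day 4, of Bmpr2 in shSC, of the Lefty2 interaction and, in the mean, of Pdlim2, R3hdml, C1qtnf6, Slfn9 and Tagln, besides all those of Day 2. It changed no other call, and no other count moved by more than 1.5 times.

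With single libraries left out, the lone library of a group is assumed to vary like the other groups. The counts ran from 2390 (without shSC Day 4 replicate 1) to 4433 for shSC Day 4 against Day 2, and from 2346 (without shCTSL Day 4 replicate 1) to 6213 for shCTSL. Between the lines they ran from 0 (without either shCTSL Day 0 library) to 214 at Day 0, from 0 (without either shSC Day 2 library) to 5012 at Day 2 and from 0 (without shSC Day 4 replicate 1 or shCTSL Day 4 replicate 1) to 926 at Day 4. For the interactions the ranges were 0 to 4124 (Day 2 against Day 0), 0 to 268 (Day 4 against Day 0) and 0 to 2323 (Day 4 against Day 2), and for the mean 7 (without shSC Day 0 replicate 2) to 1217. Each upper end is without shCTSL Day 2 replicate 2, except 926, which is without replicate 1.

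The Day 4 against Day 2 changes had medians of 0.018 in shSC and −0.016 in shCTSL. The shSC median was −0.001 with only the libraries compared and 0 with no filter, and ran from −0.003 to 0.021 with single libraries left out. The shCTSL median was 0.011 with RLE and with DESeq2, 0.012 with limma-voom, 0.005 with no filter and 0.016 after the length adjustment, and ran from −0.023 to 0.004 with single libraries left out, so its sign is open. The interquartile ranges of 0.674 and 0.717 became 0.802 and 0.976 with no filter, where genes with few counts enter, and ran from 0.671 to 0.746 and from 0.689 to 1.096 with single libraries left out. The r of 0.875 between the lines became 0.907 with only the libraries compared and 0.439 with no filter, and ran from 0.778 to 0.852 with single libraries left out.

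For the 78 single-gene results, settings that omit no single library gave 534 values, of which 463 kept direction and call, 31 lost the call, 39 gained one and 1 reversed, Atg16l1 in shSC from Day 2 to Day 4, at −0.064 after the length adjustment. With single libraries left out there were 548 values, of which 403 kept direction and call, 108 lost the call, 29 gained one and 8 reversed. In shSC from Day 2 to Day 4, Ngef ran from −0.929 to 0.063 (without shSC Day 4 replicate 2) and Atg16l1 from −0.005 (without shSC Day 4 replicate 1) to 0.158. In shCTSL, Atg16l1 ran from −0.355 to 0.014 (without shCTSL Day 2 replicate 1). In the Day 4 against Day 2 interaction, Bmpr2 ran from −0.072 to 0.85 and Igfbp2 from −0.57 to 0.334, the reversals again without shCTSL Day 2 replicate 1, and Ngef from −1.044 to 0.148 (without shSC Day 4 replicate 1). Gata6 in the Day 4 against Day 0 interaction ran from −0.513 to 0.126 (without shCTSL Day 0 replicate 1), and Erg between the lines at Day 0 from −1.208 to 0.737 (without shSC Day 0 replicate 2).

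Depth limits the genes with few reads. Erg at Day 0 rests on 6 and 3 counts and Rgs20 on 3 to 49 per library, and 3 genes nearest to peaks were below the filter.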

Differences from the paper's values

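All alternatives named here were set beforehand, except the adjustment for exonic length, limma-voom with library quality weights and the omission of a shCTSL Day 2 library, which were chosen only after the result was seen. None of the 28 log2 fold changes that the paper's tables give for 7 of the genes named here differed from the values in sign or by more than the larger error.

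The axis of Fig. 2B and C gives RPKM. The values of Data S2, held for the first 1999 of its 24495 rows, are plain CPM, that is counts scaled by the library total alone. Of 23940 values compared, 23940 lie within 0.1% of plain CPM, and of 18185 values above 0 only 5 lie within 0.1% of RPKM. The legend of Fig. 3B names mm10. In the part of Data S4 held, which lacks 39732 of 41000 rows, 97 of 99 promoter peaks lie at the stated distance from the gene start in mm9, within 1000 bp, with a median mismatch of 0.5 bp.

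The paper lists Cathepsin L as lower at Day 0, and its log2 fold change here is −1.89. The directions of the pluripotency markers and of Gata6 and Kdr match the paper's in both lines. Nestin is given as an increased marker, and Nes rose by 0.44 in shSC, under 1.5-fold, and by 0.63 in shCTSL.

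Fig. S3E and F list genes as significantly regulated, under the legend's criteria. Nt53 of Fig. S3F matches no gene symbol, and the closest one, Nt5c3, is called under no setting (0.02 at Day 4, adjusted p = 0.955). It is left out of the counts below. The direction of each other gene listed and measured matches, except for Erg, whose direction is open. At an adjusted p under 0.05 with a 1.5-fold change, 2 of the 10 genes of Fig. S3E (Zfp951 and Ctsl) are called, and 2 of the genes of Fig. S3F (Rian and Meg3). Under the criteria of the legend, read as an unadjusted p under 0.05 with a log2 fold change over 0.5, 8 of the 10 genes of Fig. S3E are called, all but Cycs and Erg, and all 9 genes of Fig. S3F measured here. With DESeq2 at an adjusted p under 0.05 and 1.5-fold Ddit4l, Perp, Fmr1nb and Slfn9 of Fig. S3E are called too (log2 fold changes 0.95, 0.87, −1.95 and −2.76), as are Cox6b2, Cnn1, Tagln and Cxcl10 of Fig. S3F (1.36, 1.56, 1.59 and 1.85). With no filter on low counts Perp, Fmr1nb, Slfn9, Cox6b2, Cnn1, Tagln and Cxcl10 are called. A fit of only the libraries compared calls every listed and measured gene except Erg, among them Cycs (adjusted p = 0.01), Sox21 (adjusted p = 0.00687), Wnt6 (adjusted p = 0.0195), Rmrp (adjusted p = 0.000866), Mir6236 (adjusted p = 0.000365) and Rn45s (adjusted p = 0.000553). Chosen after seeing the values, the adjustment for exonic length calls Perp, Fmr1nb, Slfn9, Cox6b2, Tagln and Cxcl10 and drops 1 listed gene, Meg3. limma-voom with library quality weights, also chosen after seeing the values, calls every listed and measured gene except Erg and drops none. Chosen likewise after seeing the values, the fits without shCTSL Day 2 replicate 1 or replicate 2 call every listed and measured gene except Wnt6 and Erg and drop none. No setting calls Erg, which the paper lists as lower and which has 6 counts in shSC and 3 in shCTSL at Day 0.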

Other observations

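Chosen only after the result was seen are, among the tests below, every one that uses exonic length or a fit without a shCTSL Day 2 library, and those of a mislabelled sample, of RNA without a poly(A) tail and of the shared spread.

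The 2 libraries of shCTSL Day 2 differ more than those of any other group. The SD of their log2 ratio was 0.604, against a highest value of 0.269 in the 5 other groups, and their log2 ratio falls with exonic length (Spearman rho −0.586). Several technical sources are argued against as the whole cause. Without the trend with length the SD stayed at 0.491, and without the trend with GC content at 0.588. Outside the 50 most abundant genes it was 0.603, so a few genes taking most of the counts do not account for it. A mixture with undifferentiated cells is argued against, since adding Day 0 RNA to replicate 2 in any share left it at 0.598 or more. A mislabelled sample is argued against for replicate 1, although not by its correlations alone. The number of libraries of other groups closer to it than its own replicate was 0, but the shSC Day 2 libraries (r 0.970 each) come close to that replicate (r 0.971), so this decides nothing for them. Libraries of the other days reach at most r 0.947. Its Ctsl, at 211 normalized CPM against 369 and 391 in shSC Day 2, and its Rian, at 1.29 against 6.14 and 7.00, are those of the knockdown line. Replicate 2 is closer to both shSC Day 2 libraries (r 0.996 and 0.994) than to replicate 1 (r 0.971), while its Ctsl, at 155 normalized CPM against 369 and 391, stays at the level of the knockdown line. Rn45s takes 3.43% of the counts of replicate 1, the highest share of any library. It takes 0.553% in replicate 2 and at most 1.435% in the libraries of other groups. Whether this is linked to the departure was not tested. What makes replicate 1 depart stays open. No biological explanation was tested, since both libraries share a condition.

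Without shCTSL Day 2 replicate 1 the Day 4 comparison between the lines calls 926 genes in place of 2. A shared spread raised by that group accounts for this in the test made: the common dispersion fell from 0.0198 to 0.00410 without replicate 1 and to 0.00415 without replicate 2, and stayed at 0.0224 to 0.0238 without any other library. The test first named replicate 1 alone, which the fall without replicate 2 argues against, and was then widened to the group. Gene length is argued against as the source of most of these calls, since 689 remained after the adjustment, 559 of them shared. Library size is argued against, since 802 remained with all libraries thinned to 11171111 reads, 680 of them shared. A chance split of the 4 Day 4 libraries cannot be told apart, because only 3 splits exist, although the highest count of the other 2 was 0. The Day 4 libraries fitted on their own share 691 of the 926 calls. The log2 fold change at Day 4 falls with exonic length (rho −0.417). Length-related differences between single libraries cannot be told apart from an effect of the lines, since the highest rho among the other groups was 0.377 in size, between the bounds set for the test.

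Across genes the differences between the lines at Day 0 had a Pearson r of 0.0748 with those at Day 2 and of 0.0795 with those at Day 4, and those at Day 2 had an r of 0.370 with those at Day 4. These comparisons share no library.

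Meg3 and Rian, neighbouring imprinted noncoding RNAs, were lower in shCTSL on all 3 days. At Day 0 the log2 fold changes were −1.61 for Meg3 (adjusted p = 0.107) and −1.69 for Rian (adjusted p = 0.0517). Gene length is argued against as the whole cause, since the smallest fall of the 2 genes over the days was −1.41 after the adjustment. A lower yield of nuclear noncoding RNA is argued against, since the median of 10 other such RNAs was −0.137 in the mean over the days, with members from −1.18 to 0.30 and none called, and 0.01 after the length adjustment. Of 4 other genes of the Dlk1-Dio3 locus, chosen after the values of Meg3 and Rian were seen, Rtl1 (−1.72, adjusted p = 0.135) and Mirg (−0.96, adjusted p = 0.128) were lower without a call, and Dlk1 (−0.04) and Dio3 (0.44) were not. Whether this is a difference between the 2 cell lines unrelated to CTSL cannot be told apart from an effect of the knockdown, since the number of shCTSL lines sequenced is 1, of 3 shRNAs that the paper names.

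Rn45s, Mir6236 and Rmrp, which the paper lists as lower at Day 4, encode RNA without a poly(A) tail, and their level in a poly(A) library may depend on how much of it is carried over. The test asked for a group outside Day 4 and shCTSL Day 2 whose replicates differ by as much as the lines do at Day 4. It was made on log2 CPM, where Rn45s, Mir6236 and Rmrp differ between the lines at Day 4 by −2.142, −2.589 and −2.71. The number of the 3 genes with such a group was 0, but the gaps were small. The replicates of shSC Day 2 differ by 2.109, 2.548 and 2.50, short by 0.033, 0.041 and 0.21. The log2 fold changes of the fit were −2.12, −2.5415 and −2.91, with SE of 0.831, 0.975 and 1.14. Against the fitted value the replicates of Mir6236 do differ by as much, so the result for this gene depends on the measure. Carry-over therefore cannot be told apart from an effect of the lines.

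Egr1 was the most changed of the called genes at Day 0 after Nsg2. Its log2 fold change was −2.35 (SE 0.22, adjusted p = 0.00396), from 63.2 to 12.4 normalized CPM. That of Nsg2 was −2.71 (SE 0.36, adjusted p = 0.0493), on 2 to 30 counts per library. The Egr1 and Lefty2 calls were lost without shSC Day 0 replicate 2 (adjusted p = 0.0729 for each), shCTSL Day 0 replicate 1 (adjusted p = 0.126 for each) or shCTSL Day 0 replicate 2 (adjusted p = 0.129 for each), and the Nsg2 call without each of the 4 Day 0 libraries, with adjusted p from 0.151 to 0.599, and with RLE normalization (adjusted p = 0.0533). A lower ERK immediate early response cannot be told apart from no such difference. The median of 14 other immediate early and ERK target genes was −0.165, at the 1.74th percentile of random lists, but its own spread was 0.118 and members ran from −1.04 to 2.41, with none called.

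Tagln and Cnn1, which the paper lists as higher at Day 4, belong to the contractile genes. A wider rise of such genes fits the test made: the median of 19 others at Day 4 was 0.376, with 16 of 19 higher, and 0 of 10000 random lists of similar abundance were as high. It was 0.403 after the length adjustment and 0.379 with RLE and with DESeq2. None of the 19 is called over all genes. The random lists measure variation between genes and not between libraries, and each line has 2 libraries at Day 4. They therefore do not show how far related genes move together from library to library. One hypothesis is a larger share of contractile or mesenchymal cells in shCTSL embryoid bodies, which the median of 0.376 alone cannot separate from higher expression per cell or from a difference between the 2 lines.

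Of the PBAF subunits 12 of 12 were tested. Between the lines their log2 fold changes ran from −0.39 (Arid2, Day 2) to 0.31 (Smarca4, Day 2), with none called on any day over all genes or adjusted over the list alone. Of 12 other cathepsins 11 were tested and Ctss was below the filter. Their changes ran from −1.51 (Ctse, Day 0) to 0.68 (Ctsw, Day 4), with none called over all genes, and Ctsf and Ctsz called at Day 2 adjusted over the list alone. Of the 6 retinoic acid target genes none is called between the lines on any day.

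For the 359 genes found in the part of Data S4 held, the paper's log2 fold changes between the lines had an r of 0.821 with those computed here at Day 0, 0.998 at Day 2 and 0.997 at Day 4, with the same sign for 339, 350 and 357 genes. For shSC Day 2 against Day 0 the r was 0.979, with the same sign for 355. Of the 469 genes of that part, the paper marks 0 as changed between the lines on each of the 3 days, and 0 at Day 0, 4 at Day 2 and 0 at Day 4 have an FDR under 0.05 in its table.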
